# RNA-Sequencing Analysis of Paternal Low-Protein Diet-Induced Gene Expression Change in Mouse Offspring Adipocytes

**DOI:** 10.1534/g3.119.400181

**Published:** 2019-05-03

**Authors:** Nhung Hong Ly, Toshio Maekawa, Keisuke Yoshida, Yang Liu, Masafumi Muratani, Shunsuke Ishii

**Keywords:** Paternal diet, Low-protein diet, Adipocytes, ChREBP

## Abstract

Increasing evidence indicates that parental diet affects the metabolism and health of offspring. It is reported that paternal low-protein diet (pLPD) induces glucose intolerance and the expression of genes involved in cholesterol biosynthesis in mouse offspring liver. The aim of the present study was to determine the effect of a pLPD on gene expression in offspring white adipose tissue (WAT), another important tissue for the regulation of metabolism. RNA-seq analysis indicated that pLPD up- and down-regulated 54 and 274 genes, respectively, in offspring WAT. The mRNA expression of many genes involved in lipogenesis was down-regulated by pLPD feeding, which may contribute to metabolic disorder. The expression of carbohydrate response element-binding protein β (*ChREBP*-*β*), an important lipogenic transcription factor, was also significantly lower in the WAT of pLPD offspring, which may have mediated the down-regulation of the lipogenic genes. By contrast, the LPD did not affect the expression of lipogenic genes in the WAT of the male progenitor, but increased the expression of lipid oxidation genes, suggesting that a LPD may reduce lipogenesis using different mechanisms in parents and offspring. These findings add to our understanding of how paternal diet can regulate metabolism in their offspring.

Maternal undernutrition increases the risk of lifestyle-related diseases, such as cardiovascular disease and type II diabetes, in children (Black *et al.* 2008), as originally reported by Barker *et al.* (Barker *et al.* 1993) and also documented in the case of the Dutch famine (de Rooij *et al.* 2006). Studies using mice have demonstrated that *in utero* undernutrition of F1 embryos alters the germline DNA methylome of F1 adult males and induces glucose intolerance in the F2 generation through the paternal line (Radford *et al.* 2014). Thus, although the effect of the maternal environment has been thoroughly investigated, an increasing number of studies also indicate that there are associations between paternal nutrition and offspring health. In addition, an epidemiological study conducted in Sweden showed that grandpaternal famine is associated with obesity and cardiovascular disease in grandchildren (Kaati *et al.* 2002).

A number of mouse models have demonstrated the effects of paternal dietary manipulation on offspring metabolism and health. High-fat diet feeding of male rats induces pancreatic β cell dysfunction and glucose intolerance in female offspring (Ng *et al.* 2010). In addition, the offspring of male mice fed a low-protein diet (LPD) exhibit higher expression of genes involved in lipid and cholesterol biosynthesis in neonatal liver (Carone *et al.* 2010). This paternal LPD (pLPD) also induces greater adiposity, glucose intolerance, and cardiovascular dysfunction, and increases serum tumor necrosis factor α concentrations, in offspring mice (Watkins and Sinclair 2014). Finally, fasting of male mice before mating leads to changes in serum glucose, insulin-like growth factor 1 (IGF1), and corticosterone concentrations in their offspring (Anderson *et al.* 2006). Although these studies demonstrate that paternal undernutrition transgenerationally induces metabolic disorders, the tissue-specific effects on gene expression in the offspring have not been evaluated. Therefore, the aim of the current study was to analyze the effect of a pLPD on gene expression in offspring adipocytes, which contribute to whole-body metabolic regulation.

Lipid metabolism in white adipose tissue (WAT) plays an important role in metabolic homeostasis (Rosen and Spiegelman 2006; Virtue and Vidal-Puig 2010). *De novo* lipogenesis in WAT, which converts non-lipid precursors to fatty acids, is down-regulated in obesity, and the reinstatement of lipogenesis in WAT prevents obesity-dependent insulin resistance (Cao *et al.* 2008; Huo *et al.* 2012). Palmitoleate, a fatty acid produced by lipogenesis, appears to mediate the insulin resistance caused by the lower lipogenic rate in WAT (Yang *et al.* 2011; Huo *et al.* 2012). The transcription factor carbohydrate response element-binding protein (ChREBP, also known as MLXIPL) is an important regulator of lipogenesis in WAT (Uyeda & Repa 2006; Herman *et al.* 2012; Baraille *et al.* 2015). It is a member of the basic-helix-loop-helix leucine zipper transcription factor family, and binds to glucose or carbohydrate response elements (ChOREs), which are composed of two E-boxes (CACGTG) or E-box-like sequences, after heterodimerizing with max-like protein X (MLX) (Yamashita *et al.* 2001; Ma *et al.* 2006). Two isoforms of ChREBP, ChREBP-α and the N-terminally truncated ChREBP-β, which is expressed from an alternative promoter, have been identified (Herman *et al.* 2012). In response to high concentrations of glucose in WAT, phosphatase 2A is activated by metabolites and dephosphorylates ChREBP-α, leading to the translocation of ChREBP-α into the nucleus and the induction of *ChREBP*-*β* gene transcription following binding of ChREBP-α to the upstream promoter (Kabashima *et al.* 2003; Herman *et al.* 2012; Baraille *et al.* 2015; Abdul-Wahed *et al.* 2017). ChREBP-β more potently induces the expression of lipogenic genes than the more abundant ChREBP-α (Herman *et al.* 2012). Furthermore, adipose-specific ChREBP knockout mice exhibit systemic insulin resistance (Vijayakumar *et al.* 2017). In contrast to the situation in WAT, lipogenesis in the liver is enhanced in obesity, which also promotes insulin resistance and lipotoxicity (Beaven *et al.* 2013). This may be, at least in part, due to greater synthesis of ceramides from palmitate, which potently induce insulin resistance (Chavez & Summers 2012), and activation of the innate immune system by saturated fatty acids (Fessler *et al.* 2009). Thus, lipogenesis in the WAT and liver has opposite effects on insulin sensitivity (Eissing *et al.* 2013).

To determine the mechanism underlying the pLPD-induced metabolic disorder in mouse offspring, we investigated the effect of pLPD on gene expression in the WAT of these animals. We found that pLPD caused lower expression of a number of genes involved in lipogenesis. In particular, *ChREBP*-*β* expression was lower, whereas insulin-like growth factor-binding protein 2 (*Igfbp2*) expression was higher, suggesting that an impairment in insulin signaling induced by IGFBP2 may suppress ChREBP-α-dependent *ChREBP*-*β* expression. By contrast, LPD did not affect the expression of lipogenic genes in WAT of the male progenitor, but increased the expression of lipid oxidation genes, suggesting that LPD may reduce lipid storage by activating lipid oxidation.

## Materials and Methods

### Mice and diets

All animal care and experiments were conducted in accordance with the guidelines of the Animal Care and Use Committee of the RIKEN Institute. C57BL/6 mice (C57BL6/JJmsSlc background) were obtained from Japan SLC (Shizuoka, Japan), and diets were obtained from Oriental Yeast Co (Shiga, Japan). To compare gene expression in inguinal WAT (iWAT) in the offspring of mice fed a control diet (CD) or a pLPD with that previously reported in liver (Carone *et al.* 2010), all procedures and the composition of the diet were matched to those described by Carone *et al.* (Carone *et al.* 2010). Mice were fed with the CD for two generations to minimize the transgenerational effect of the chow fed by the animal supplier. After weaning at 3 weeks of age, male mice were fed with the CD or LPD, while female mice were fed with the CD. At 10–12 weeks of age, male and virgin female mice were placed in the same cage for mating, in which they consumed CD, for 2 days only, to avoid a significant reduction in the effect of the LPD in male mice. After this, the males were removed and the pregnant females were fed the CD until their offspring reached 3 weeks of age, when they were weaned. From this time, the offspring were fed the CD and killed at 5 weeks of age, when their iWAT was rapidly dissected and flash-frozen in liquid N_2_.

### RNA sequencing (RNA-seq) analysis

Total RNA was isolated from iWAT using TRIZOL reagent (Thermo Fisher Scientific, Waltham, MA). RNA quality was evaluated using an RNA 6000 Pico kit (Agilent, Santa Clara, CA). Fifty nanograms of total RNA was used for RNA sequencing (RNA-seq) library preparation with a NEBNext rRNA Depletion Kit and a NEBNext Ultra Directional RNA Library Preparation Kit (New England Biolabs, Ipswich, MA), then 2 × 36 base pair-end sequencing was performed using NextSeq500 (Illumina, San Diego, CA) by Tsukuba i-Laboratory LLP (Tsukuba, Ibaraki, Japan).

### Bioinformatics and statistics for RNA-seq data

RNA-seq data were analyzed using CLC Genomics Workbench version 9.5.1 (QIAGEN) (Nielsen *et al.* 2010). Sequences were mapped to the mouse mm10 genome. Expression values were calculated as “reads per kilobase per million reads” using CLC Genomics Workbench (Qiagen). Genes were considered to be differentially expressed when false discovery rate (FDR) adjusted *P*-values were < 0.05. Pathway enrichment analysis for differentially expressed genes (DEGs) was conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Kanehisa *et al.* 2014) and the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Huang da *et al.* 2009a; Huang da *et al.* 2009b).

### Quantitative RT-PCR (qRT-PCR) analysis

RT-PCR analysis was performed using the OneStep SYBR Green PCR mix (Takara, Shiga, Japan), following the manufacturer’s instructions. The quantitative RT-PCR (qRT-PCR) was performed using a 7500 Fast Real-time PCR System (Applied Biosystems, Foster City, CA). Oligonucleotide primers were designed to produce 70–150 base amplification products. The primers used are shown in Table S1. *36B4*, which encodes Rplp0 ribosomal protein, large, P0, was used as a reference gene, and the relative expression levels of each target gene were quantified using the 2^−ΔΔCt^ method (Livak and Schmittgen 2001).

### Quantitative chromatin immunoprecipitation (qChIP)

Chromatin immunoprecipitation (ChIP) assays were performed as described previously, with some modifications (Haim *et al.* 2013; Yoshida *et al.* 2015). Fresh iWAT from 5-week-old offspring was rinsed once with 1× phosphate-buffered saline (PBS) supplemented with protease inhibitors (PI), then minced into small pieces. Minced tissues were fixed with 1% formaldehyde for 20 min at room temperature with moderate shaking, then washed twice to remove lipid. Small adipose tissue pieces were resuspended in 1 ml of adipocyte lysis buffer 1 (50 mM HEPES, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 1% NP-40, and 0.25% Triton X-100) supplemented with PI, rotated for 5 min, then homogenized using a Dounce homogenizer (30 strokes). Samples were rotated at 4° for 15 min (vortexed every 5 min), then 20 additional strokes were performed. The samples were centrifuged (5 min, 3,000 rpm, 4°), and the pellet was washed three times in lysis buffer 2 (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 0.5 mM EGTA, 1 mM EDTA, and PI) to remove lipid. For DNA shearing, the nuclear pellet was resuspended in 200 µl of sodium dodecyl sulfate (SDS) lysis buffer (1% SDS, 10 mM EDTA, pH 8.1, with 50 mM Tris-HCl, pH 8.1) supplemented with PI, and incubated on ice for 20 min prior to sonication. Sonication was optimized for a DNA fragment size of ∼200–600 bases. After sonication, lysis buffer 3 (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 0.5 mM EGTA, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and PI) was added, and the final SDS concentration was adjusted to 0.1%. Dynabead Protein A was prepared by washing twice with PBS containing bovine serum albumin. ChREBP antibody (NBP2-44307, Novus, Littleton, CO) and rabbit IgG control (sc-2017, Santa Cruz, Santa Cruz, CA) were bound to the beads by incubation for 3 h at 4°, then the beads were washed three times. A mixture of beads and lysate was rotated for 14 h at 4°. Next, the beads were washed six times, before elution in elution buffer. The eluted samples were reverse-crosslinked overnight at 65° and then treated with RNase and Protease K at 37°. Finally, DNA was purified using a QIAgen Kit prior to qRT-PCR. The ChIP-qPCR primers used are listed in Table S1.

### Statistics for non-RNA-seq data

Data are presented as mean ± SD, and group comparisons were performed using independent sample *t*-tests. The significance level was set at *P* < 0.05.

### Data availability

Figure S1 contains the volcano plot and GO analysis for RNA-seq data of F0 generation under LPD. Table S1 contains the information on primer sequences used for qRT-PCR and qChIP. File S1 contains the list of up- and down-regulated genes induce by pLPD in male offspring iWAT. File S2 contains the list of up- and down-regulated genes induce by LPD in father iWAT. The raw data and processed data files were deposited in the gene expression omnibus (GEO) database of NCBI with the accession number GSE121774. Supplemental material available at FigShare: https://doi.org/10.25387/g3.7996325.

## Results

### Down-regulation of lipogenic gene expression in the iWAT of the offspring of mice fed a pLPD

To determine the effects of a pLPD on gene expression in offspring iWAT, we used essentially the same feeding regimen reported by Carone *et al.* (Carone *et al.* 2010). Mice were first fed with the CD for two generations to minimize the transgenerational effect of the chow provided by the animal supplier. After weaning at 3 weeks of age, male F0 mice were fed the CD or LPD, while female F0 mice were fed the CD. Mating was performed within a 2 day period to avoid any significant reduction in the effects of the LPD on male F0 mice. The male F1 offspring obtained were killed at 5 weeks of age, and total RNA was prepared from their iWAT, which was used for transcriptomic analysis by RNA-seq. This analysis identified 54 genes that were up- and 274 genes that were down-regulated in iWAT from mice that were the offspring of male progenitors fed with the LPD compared with those from CD fathers (Figure 1A).

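RNA-seq libraries from the iWAT of 3 male offspring of CD fathers and 3 male offspring of LPD fathers (pLPD offspring) were compared, 1 library per mouse. For each mouse, the authors deposited the number of reads counted on the exons and on the introns of each gene of mm10, without normalization, together with RPKM and TPM values. Between 6351075 and 8971136 reads per mouse were counted on exons, with a median of 7680937 in the offspring of CD fathers and 6445208 in pLPD offspring. The level that 3 reads can show at these depths ranged from 0.334 to 0.472 counts per 1000000 (CPM), a floor that covers counting error only. In protein-coding genes of the nuclear genome, introns held 37.0% ± 0.830 (SD, n = 3) of the reads in the offspring of CD fathers and 43.7% ± 4.19 (SD, n = 3) in pLPD offspring. Mitochondrial rRNA held 9.29% to 10.5% of all reads on genes in the offspring of CD fathers and 13.5% to 18.2% in pLPD offspring. Reads on exons were compared between the paternal diets with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method across the 14049 genes that passed edgeR's filter on low counts. Expression is given as CPM of the TMM-normalized library. For a single gene, 3 mice against 3 cannot give a two-sided exact permutation p below 0.1, which is the value for every gene whose 3 mice of one paternal diet all lay above the 3 of the other.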

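With an adjusted p-value under 0.05 as the threshold, edgeR's quasi-likelihood test called 20 genes up-regulated and 144 genes down-regulated in pLPD offspring. In each of these 164 genes, the 3 mice of one paternal diet all lay above the 3 of the other. The median log2 fold change was 0.65 among the up-regulated genes and −0.76 among the down-regulated genes. At an unadjusted p-value under 0.05, 923 genes were higher and 1231 genes were lower in pLPD offspring. The biological coefficient of variation, which measures the spread between mice of the same group, was 11.8%. Without the filter on low counts, the numbers were highest, with 234 up-regulated and 564 down-regulated genes. A fit with the exon share of each library's reads as a covariate, chosen after seeing the data, left 1 up-regulated and 14 down-regulated genes. A fit with the replicate number as a block gave 48 up-regulated and 212 down-regulated genes. Mice with the same replicate number hardly deviated together, since the correlation of their deviations from the group means across genes was 0.0010 to 0.072 in the 3 pairs, with a mean of 0.030. The mean for mice with different numbers, −0.015, follows from it, because the deviations of a group add up to 0. Among the genes past the threshold with a mean of at least 1 CPM, the largest falls were those of Gm10031, Krt18 (log2 fold change −4.84) and Serpina3k (−4.06), and the largest rises were those of Ighg2b (2.64), Mest and Gm20594 (1.30). Only 3.63% of the exon reads of Gm10031, 2.67% of those of Gm20594 and 39.5% of those of Serpina3k matched that gene alone, so the values of these genes are uncertain. Between 1 and 20 reads per mouse were counted on Ighg2b and between 0 and 34 on Krt18.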

**Figure 1:**
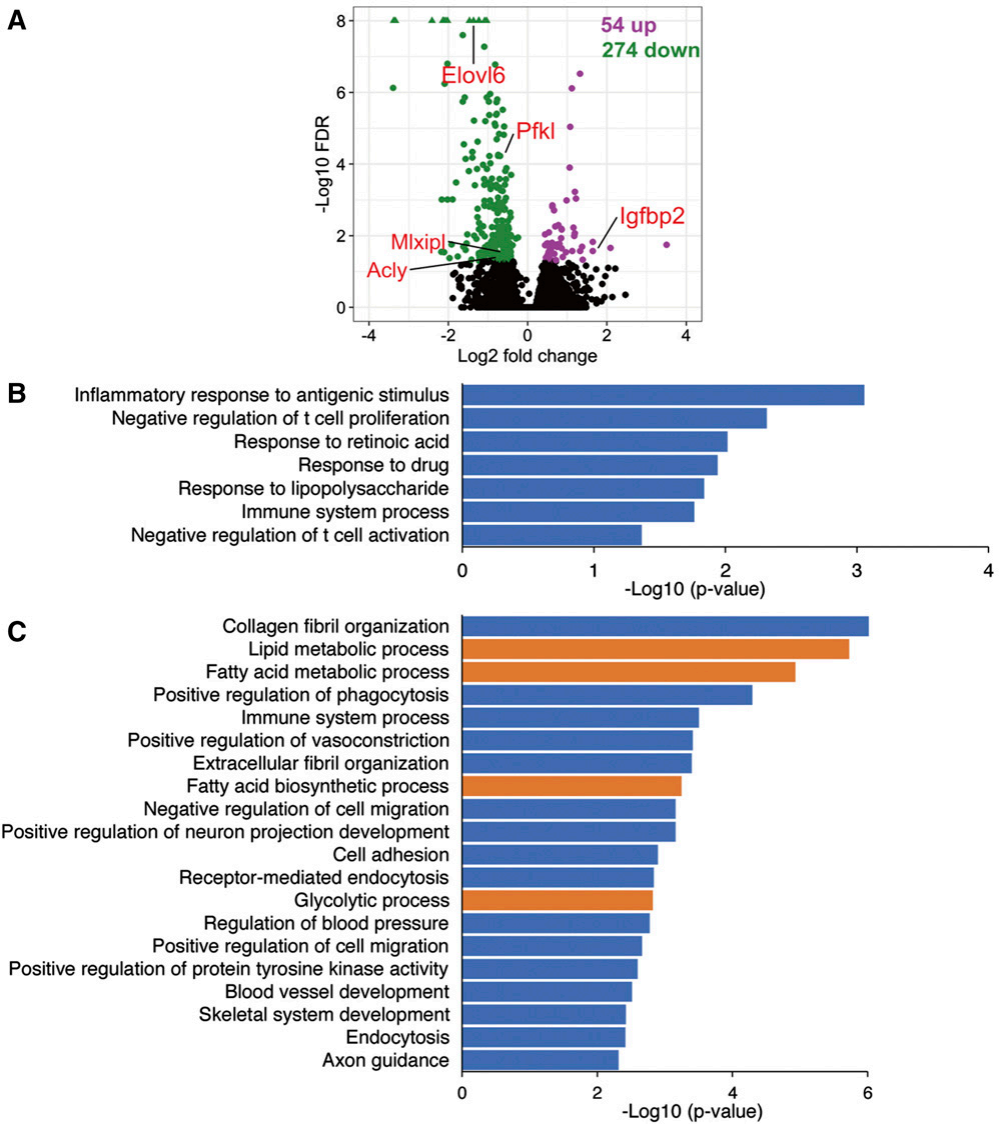
The effects of a pLPD on gene expression in offspring iWAT. (A) F0 male mice (n = 3) were fed with a CD or a LPD and mated with female mice fed a CD to generate F1 offspring. Using total RNA extracted from the inguinal white adipose tissue (iWAT) of F1 male offspring (three mice with three different mothers), gene expression was analyzed using RNA-seq. A volcano plot depicting the differentially expressed genes (n = 328) induced by pLPD feeding in male offspring iWAT. pLPD up-regulated 54 genes (purple spots) and down-regulated 274 genes (green spots) (FDR < 0.05). Four representative down-regulated lipogenic genes are shown. (B and C) Gene ontology analysis for the biological processes (GO-BP) represented among the up- and down-regulated genes, respectively. The *P*-value for the enrichment was obtained using a modified Fisher’s exact test. Y-axis: name of the BP term; x-axis: −log10 (*P*-value). Seven GO terms (*P* < 0.05) were over-represented among the up-regulated genes and are mainly associated with the immune response (B). For the down-regulated genes (FDR < 0.05), only the top 20 GO-BP terms are shown. The down-regulated genes included many GO-BP terms involved in metabolism, such as lipid metabolism and glycolysis (orange bar) (C).

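In the counts behind these comparisons, Pfkl (ENSMUSG00000020277), which encodes a phosphofructokinase and lies on chromosome 10 of mm10 from 77986947 to 78010083, was expressed at 431 ± 26.6 (SD, n = 3) in the offspring of CD fathers and 259 ± 46.8 (SD, n = 3) in pLPD offspring, in CPM. Its log2 fold change of −0.73 (standard error 0.12, adjusted p = 0.0204) came from edgeR's quasi-likelihood test. The replicate number as a block gave −0.75 (adjusted p = 0.00992). Leaving out 1 mouse at a time kept it between −0.89 and −0.65, with an adjusted p-value under 0.05 in only 2 of the 6 fits. Ppp2r5b (ENSMUSG00000024777), on chromosome 19 from 6227765 to 6235872, encodes a regulatory subunit of protein phosphatase 2. Its expression was 90.0 ± 28.3 (SD, n = 3) in the offspring of CD fathers and 45.8 ± 7.14 (SD, n = 3) in pLPD offspring, in CPM, with a log2 fold change of −0.98 (standard error 0.20, adjusted p = 0.0448) from the same test, and −0.94 (adjusted p = 0.0328) with the block. Its adjusted p-value passed 0.05 in 10 of 12 alternatives, but in only 1 of the 6 fits that each left out 1 mouse. Igfbp2 (ENSMUSG00000039323), on chromosome 1 from 72824503 to 72852474, had few reads, between 4 and 27 per mouse. Its expression was 0.860 ± 0.429 (SD, n = 3) in the offspring of CD fathers and 2.58 ± 0.999 (SD, n = 3) in pLPD offspring, in CPM. The 3 pLPD offspring all lay above the 3 offspring of CD fathers, with a log2 fold change of 1.59 (standard error 0.48, adjusted p = 0.145) from the same test, which is not past the threshold of 0.05. The block left its log2 fold change at 1.59 (adjusted p = 0.152). The paper also reports lower Pfkl and Ppp2r5b and higher Igfbp2 by qRT-PCR, which was not analysed here.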

To identify the pathways associated with the DEGs, lists of up- and down-regulated genes were analyzed for KEGG pathway enrichment using the DAVID database. 

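A list of 25 genes expressed in B and T cells (Cd79a, Ms4a1, Cd3e, Cd4, Cd8a, Lck, Ccr7 and others) was compared between the paternal diets in iWAT. All 25 had a positive log2 fold change in pLPD offspring, with a median of 0.27 (quartiles 0.18 and 0.36). None of them passed an adjusted p-value of 0.05 alone (0 of 25), and 12 did at an unadjusted p-value under 0.05. Against all other genes, limma's camera test with an inter-gene correlation of 0.01 gave a two-sided adjusted p = 7.9e-09 across 18 lists, and with the replicate number as a block the median was 0.27 (adjusted p = 2.7e-08 from limma's camera test). The alternative that moved the list tests most was chosen after seeing the data: with the inter-gene correlation estimated from the 6 libraries, the adjusted p from limma's camera test was 0.328. The median log2 CPM of the list in each mouse, relative to the mean of the 6 mice, was −0.13 ± 0.11 (SD, n = 3) in the offspring of CD fathers and 0.13 ± 0.23 (SD, n = 3) in pLPD offspring. The groups overlapped, since 1 pLPD mouse, at −0.14, lay below 2 of the 3 offspring of CD fathers.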

Seven biological processes (BPs) were significantly over-represented among the up-regulated genes, which were mainly involved in immunity, such as T cell proliferation and activation, immune system processes, and the response to lipopolysaccharide (Figure 1B and File S1). 

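Genes of glycolysis were compared as a list of 15 tested genes, from the hexokinases Hk1 and Hk2 to Ldha. All 15 had a negative log2 fold change in pLPD offspring, with a median of −0.28 (quartiles −0.54 and −0.21), and 4 of them were past the threshold. In limma's camera test, the list had a two-sided adjusted p = 8.6e-12, and without Pfkl, which the paper names, the median was −0.27 for 14 genes (adjusted p = 6.1e-10). A block for the replicate number gave a median of −0.28 (adjusted p = 2.2e-11 from limma's camera test). The adjusted p was 0.143 when the inter-gene correlation was estimated from the data. All 3 pLPD offspring had a lower list score (−0.17 ± 0.05, SD, n = 3) than all 3 offspring of CD fathers (0.17 ± 0.10, SD, n = 3), the score being the median log2 CPM of the list relative to the mean of the 6 mice.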

The down-regulated genes contained numerous representatives from metabolic pathways, such as lipid metabolism, fatty acid biosynthesis, and glycolysis. 

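A list of 25 genes of collagen fibrils and the extracellular fibrils around them included Col1a1, Col3a1, Lum, Lox, Fbn1 and Eln. Of these, 23 had a negative log2 fold change in pLPD offspring and 2 a positive one, with a median of −0.51 (quartiles −0.73 and −0.37). 6 of the 25 genes were down-regulated past the threshold, more than a random draw from the tested genes would hold (one-sided Fisher's exact test, p = 1.6e-07, adjusted p = 1.4e-06 across 18 lists). Limma's camera test gave a two-sided adjusted p = 2.9e-17, and 6.3e-19 with the replicate number as a block, where the median was −0.51. With the inter-gene correlation estimated from the data, the adjusted p from limma's camera test was 0.191. The list score was 0.23 ± 0.24 (SD, n = 3) in the offspring of CD fathers and −0.23 ± 0.18 (SD, n = 3) in pLPD offspring, and each pLPD mouse lay below each offspring of a CD father.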

Another major enriched group is involved in adipocyte development and function, including collagen fibril organization, positive regulation of phagocytosis, extracellular fibril organization, and related annotations (Figure 1C and File S1). Thus, the results of genome-wide profiling indicate metabolic and developmental programming of the WAT of male offspring in response to a pLPD.

Because lipogenesis in WAT is down-regulated in obesity and the reinstatement of lipogenesis in WAT prevents obesity-dependent insulin resistance (Cao *et al.* 2008; Huo *et al.* 2012), we focused on the genes involved in lipogenesis. The genes that were down-regulated by a pLPD were significantly enriched for BPs related to lipid biosynthesis (Figure 1C). 

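Of 27 genes of fatty acid and triglyceride synthesis, among them Acly, Acaca, Fasn, Scd1, Elovl6, Gpam, Dgat1 and Srebf1, 25 had a negative log2 fold change in pLPD iWAT and 2 a positive one. The median was −0.45 (quartiles −0.74 and −0.24), 4 genes were down-regulated past the threshold and 17 were lower at an unadjusted p-value under 0.05. The list had a two-sided adjusted p = 1.5e-16 in limma's camera test. Without the genes the paper names, the remaining 17 had a median of −0.32 (adjusted p = 3.9e-07). Adding the replicate number as a block gave a median of −0.45 (adjusted p = 1.6e-16 from the same test). The adjusted p was 0.191 when the inter-gene correlation was estimated from the data. The list score was 0.22 ± 0.20 (SD, n = 3) in the offspring of CD fathers and −0.24 ± 0.19 (SD, n = 3) in pLPD offspring. The 2 groups were separated by a narrow margin, since the lowest offspring of a CD father had a score of −0.01 and the highest pLPD mouse a score of −0.05. With each mouse left out in turn, the median of the list stayed between −0.55 and −0.38.

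**Figure D1:**
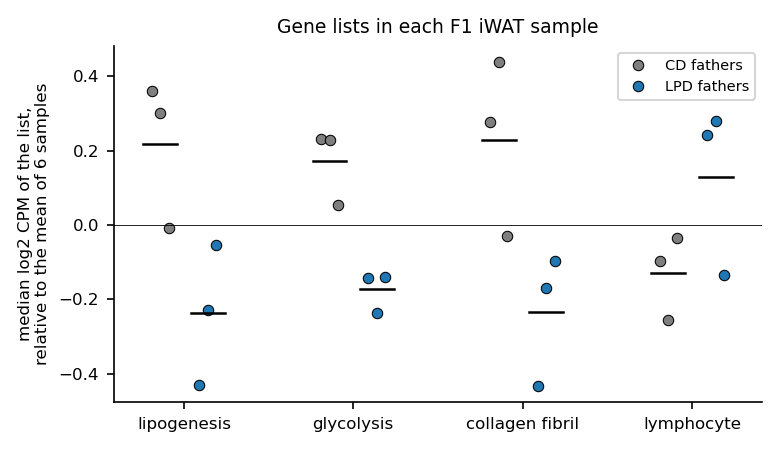
Median log2 CPM of each gene list in each F1 mouse, relative to the mean of the 6 mice, for 4 lists. Grey points are offspring of CD fathers, blue points are pLPD offspring and bars are group means (n = 3 mice each). The groups are separate for lipogenesis, glycolysis and collagen fibril genes and overlap for lymphocyte genes.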

Many genes enriched in this pathway are key enzymes responsible for the regulation of triglyceride biosynthesis, including ATP citrate lyase (*Acly*), acetyl-CoA carboxylase 2 (*Acacb*), elongation of very-long-chain fatty acids protein 5 (*Elovl5*), elongation of very-long-chain fatty acids protein 6 (*Elovl6*), thromboxane A synthase 1 (*Tbxas1*), and *trans*-2, 3-enoyl-CoA reductase (*Tecr*). 

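Expression of these 6 genes is given in CPM, with p-values from edgeR's quasi-likelihood test adjusted across the genes tested. Acly (ENSMUSG00000020917, chromosome 11 of mm10 from 100476353 to 100528000) was expressed at 6343 ± 1851 (SD, n = 3) in the offspring of CD fathers and 3534 ± 1039 (SD, n = 3) in pLPD offspring. Its groups overlapped, and its log2 fold change of −0.84 (standard error 0.24, adjusted p = 0.124) was not past the threshold. Acacb (ENSMUSG00000042010, chromosome 5 from 114146535 to 114250761) was expressed at 1899 ± 93.5 (SD, n = 3) in the offspring of CD fathers and 1182 ± 155 (SD, n = 3) in pLPD offspring, with a log2 fold change of −0.68 (standard error 0.11, adjusted p = 0.0216). Elovl5 (ENSMUSG00000032349, chromosome 9 from 77917364 to 77984519) fell from 124 ± 3.92 to 82.3 ± 0.550 (SD, n = 3 each), with a log2 fold change of −0.59 (standard error 0.08, adjusted p = 0.00735). Elovl6 (ENSMUSG00000041220, chromosome 3 from 129532355 to 129638495) fell from 1022 ± 311 to 386 ± 37.8 (SD, n = 3 each), with a log2 fold change of −1.4 (standard error 0.19, adjusted p = 0.00868). Tbxas1 (ENSMUSG00000029925), on chromosome 6, had a log2 fold change of −1.04 (standard error 0.25, adjusted p = 0.0749), from 9.12 ± 2.22 to 4.43 ± 0.630 (SD, n = 3 each), and Tecr (ENSMUSG00000031708), on chromosome 8, had a log2 fold change of −0.54 (standard error 0.12, adjusted p = 0.0512), from 143 ± 20.0 to 98.6 ± 10.5 (SD, n = 3 each). In all of these genes except Acly, each pLPD mouse lay below each offspring of a CD father. Fitted with the replicate number as a block, the log2 fold changes were −0.85 for Acly, −0.69 for Acacb, −0.59 for Elovl5, −1.36 for Elovl6, −1.02 for Tbxas1 and −0.54 for Tecr, and the same 3 genes, Acacb, Elovl5 and Elovl6, were past the threshold. Each of the 12 alternatives gave the same direction. The adjusted p-value was under 0.05 in 12 of them for Elovl5 and for Elovl6 and in 11 for Acacb. It was under 0.05 in 7 for Tecr, 6 for Tbxas1 and 2 for Acly. The direction was also the same in each of the 6 fits that left out 1 mouse. In those 6 fits, the adjusted p-value of Elovl6 was under 0.05 in 4, that of Elovl5 in 4, that of Acacb in 2, that of Tecr in 2, that of Acly in 1 and that of Tbxas1 in 0. From the enrichment of the down-regulated genes, the paper turns to these enzymes as the ones that regulate triglyceride synthesis, and it states from RNA-seq and qRT-PCR together that the lipogenic genes were reduced.

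**Figure D2:**
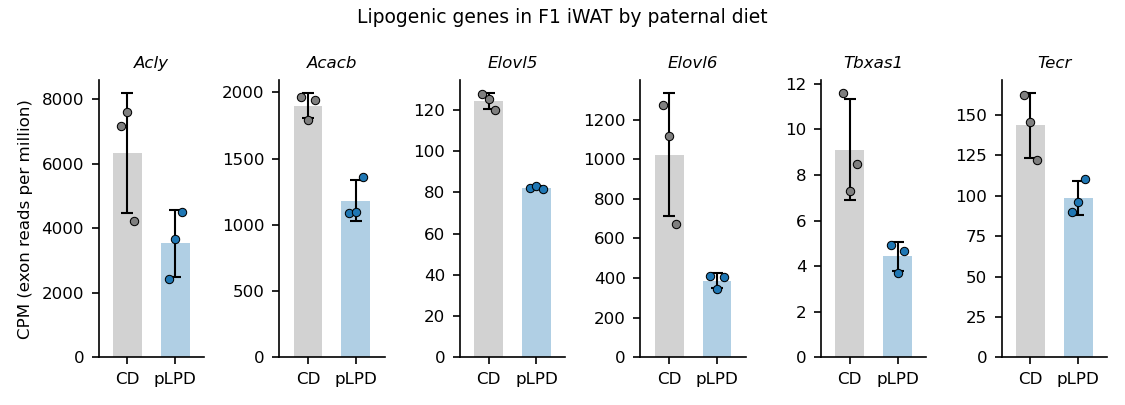
Expression of Acly, Acacb, Elovl5, Elovl6, Tbxas1 and Tecr in F1 iWAT, in CPM. Bars are means, error bars are SD and points are single mice (n = 3 per paternal diet), with grey for offspring of CD fathers and blue for pLPD offspring; for every gene but Acly, the 3 pLPD offspring lie below the 3 offspring of CD fathers.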

To attempt to corroborate the RNA-seq data, we measured the relative expression levels of these genes by qRT-PCR, using *36B4* as a reference gene. The results were consistent with the RNA-seq data and indicated that the expression levels of lipogenic genes were significantly reduced by pLPD feeding (Figure 2A). In addition, the mRNA expression of *ChREBP*, which up-regulates the expression of multiple lipogenic genes (Uyeda & Repa 2006; Herman *et al.* 2012; Baraille *et al.* 2015), was also was also significantly reduced by pLPD feeding (log_2_FC = −1.48, FDR = 0.03) (Figure 1A). 

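ChREBP is listed in the files as Mlxipl (ENSMUSG00000005373), on chromosome 5 of mm10 from 135089890 to 135138382, with 35 exons across its transcripts. The counts are per gene and do not separate the ChREBP-α and ChREBP-β isoforms. Between 990 and 2479 reads per mouse were counted on its exons. Expression was 271 ± 36.5 (SD, n = 3) in the offspring of CD fathers and 185 ± 31.3 (SD, n = 3) in pLPD offspring, in CPM, and each pLPD mouse lay below each offspring of a CD father. The log2 fold change of −0.55 (standard error 0.13, adjusted p = 0.0703) came from edgeR's quasi-likelihood test and was not past the threshold of 0.05. With the replicate number as a block, the log2 fold change was −0.56 (adjusted p = 0.0788). Over the 12 alternatives, it ranged from −0.72 to −0.49, and the adjusted p-value was under 0.05 in 4 of them.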

We examined the expression of the two ChREBP isoforms by qRT-PCR. Interestingly, expression of ChREBP-β, which more potently induces lipogenesis genes compared to more abundant ChREBP-α, was markedly reduced in LPD offspring, whereas, *ChREBP*-*α* expression remained unchanged (Figure 2A).

**Figure 2:**
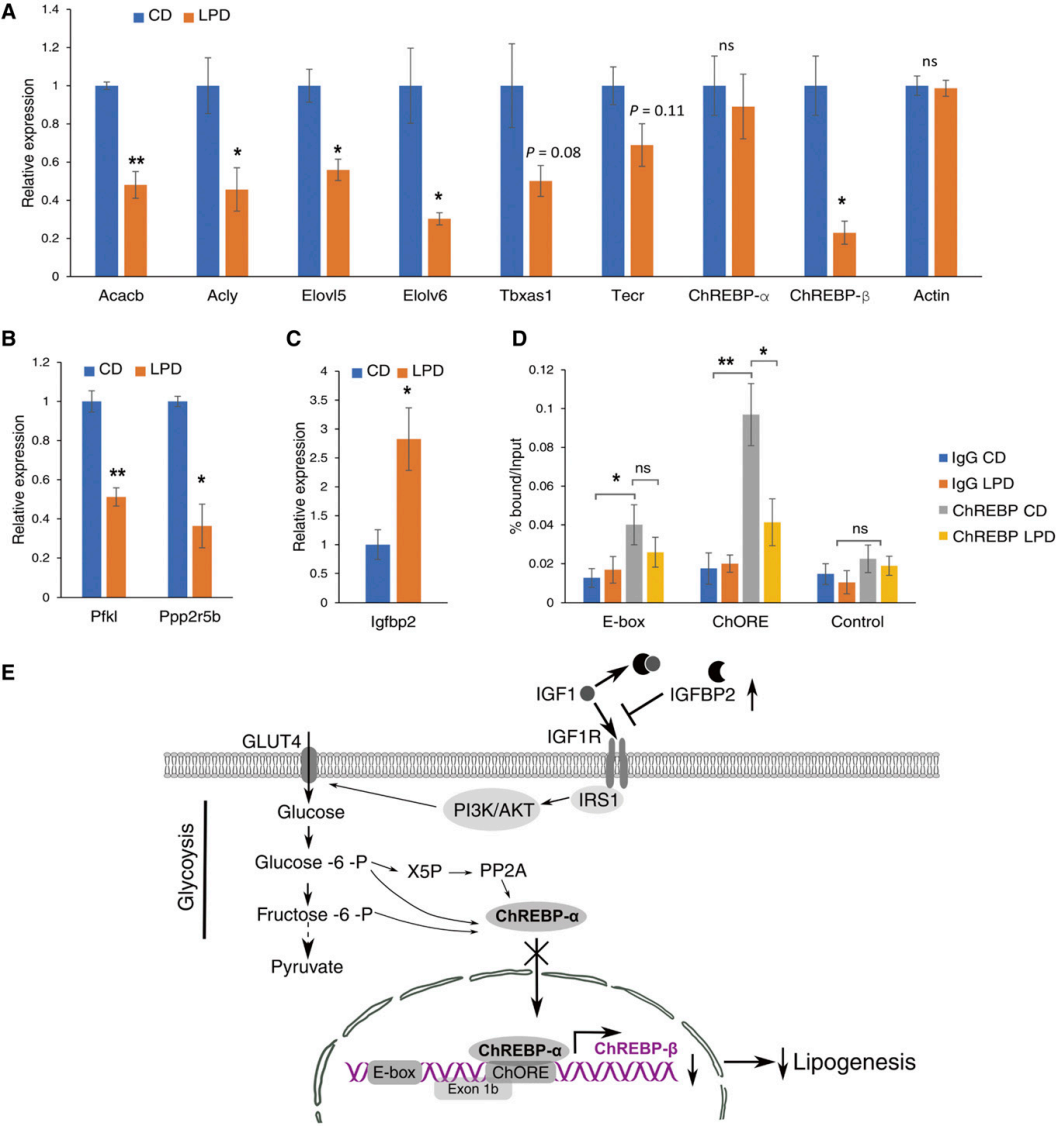
pLPD-induced down-regulation of lipogenic genes in F1 offspring iWAT. (A) Differential mRNA expression of selected lipogenic genes shown in Figure 1A was corroborated using qRT-PCR (n = 3). Gene expression was normalized to the reference gene *36B4*, and actin was used as a negative control. Bars represent the mean ± SD *, *P* < 0.05; **, *P* < 0.01; ns, not significant; CD, control diet; LPD, low-protein diet. (B and C) The down-regulation of *Pfkl* and *Ppp2r5b*, and up-regulation of *Igfbp2*, in F1 iWAT was confirmed by qRT-PCR. (D) pLPD reduced the amount of ChREBP bound to the *ChREBP*-*β* gene promoter in F1 offspring iWAT, demonstrated using qChIP of F1 offspring iWAT and an anti-ChREBP antibody. Primers that amplified the region containing the *ChREBP*-*β* gene promoter were used for qPCR. Mean values relative to the input ± SD are shown (n = 3). *, *P* < 0.05; **, *P* < 0.01; ns, not significant. (E) A speculative scheme for the down-regulation of the lipogenic genes in F1 iWAT.

### Possible mechanism underlying the pLPD-induced down-regulation of lipogenic genes

It was previously shown that glycolysis is tightly linked to the transcription of the *ChREBP*-*β* gene from the upstream promoter following dephosphorylation of ChREBP-α, which leads to its nuclear translocation (Kabashima *et al.* 2003; Uyeda & Repa 2006; Herman *et al.* 2012; Baraille *et al.* 2015). In offspring WAT, mRNA expression of phosphofructokinase (*Pfkl*), one of the key glycolytic enzymes, and protein phosphatase 2 regulatory subunit B’β (*Ppp2rb5*), which dephosphorylates ChREBP-α (Uyeda & Repa 2006; Kabashima *et al.* 2003), was also reduced by pLPD feeding (Figure 2B). These results are consistent with pLPD reducing glycolytic rate and the dephosphorylation of ChREBP-α, which would suppress *ChREBP*-*β* gene transcription in offspring iWAT.

This finding prompted us to look for altered expression of upstream regulators of glycolysis. Interestingly, we found that the mRNA expression of *Igfbp2*, a regulator of IGF1 signaling, which affects glucose metabolism, was up-regulated by pLPD feeding (Figure 2C). IGF1 signaling substantially overlaps with insulin signaling, sharing intermediates such as insulin receptor substrate 1, and the phosphoinositide 3-kinase/AKT pathway, activation of which increases glucose uptake by up-regulating the expression of glucose transporter 4, regulating its intracellular trafficking, and by stimulating the activity of some glycolytic enzymes (Ward and Thompson 2012). IGFBP2 inhibits IGF1 activity by binding to the IGF1 receptor and preventing access of IGF1, resulting in the suppression of IGF1 signaling glycolytic enzymes (Ward and Thompson 2012). Therefore, up-regulation of IGFBP2 may inhibit glycolysis, leading to suppression of the nuclear translocation of ChREBP-α.

Previous studies have identified two putative ChOREs, the first of which is an E-box region upstream of exon 1b, and the second of which is downstream of exon 1b (Herman *et al.* 2012; Zhang *et al.* 2015). We therefore performed a ChIP-qPCR experiment using an anti-ChREBP antibody that recognizes both ChREBP isoforms to analyze the binding of ChREBP to these two sites. More ChREBP was found to bind to the second putative ChORE, but the amount bound was 60% lower in F1 mice with a pLPD-fed parent than in those with a CD-fed parent (Figure 2D). Thus, pLPD reduced the amount of ChREBP, presumably ChREBP-α, binding to the promoter of *ChREBP*-*β*, leading to a reduction in the expression of *ChREBP*-*β*. Taken together, these data suggest that down-regulation of lipogenic genes can be explained, at least in part, by an increase in *Igfbp2* expression, which suppresses IGF1 signaling, *ChREBP*-*β* expression, and therefore lipogenic gene expression (Figure 2E).

### Comparison of gene expression patterns in iWAT From F1 offspring and male progenitors

We next asked whether the alteration in gene expression pattern in F1 offspring iWAT mimicked that in their male parents. For this purpose, we performed transcriptome profiling of F0 iWAT in 10–12-week-old male mice fed the LPD or CD. 

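RNA-seq libraries from the iWAT of 2 CD-fed and 2 LPD-fed F0 males were compared in the same way as those of the offspring. The authors deposited the same kinds of values for these mice, with unnormalized read counts beside RPKM and TPM. The reads counted on exons were 8890360 and 10044546 in the 2 CD-fed mice and 9576237 and 8653850 in the 2 LPD-fed mice. The floor of 3 reads lay between 0.299 and 0.347 CPM. Introns held 37.2% ± 1.08 (SD, n = 2) of the reads on protein-coding genes of the nuclear genome on the CD and 36.9% ± 0.883 (SD, n = 2) on the LPD. Mitochondrial rRNA held 9.59% and 9.85% of all reads on genes in the CD-fed mice and 10.9% and 12.4% in the LPD-fed mice, and genes without exons 14.1% and 14.6% against 16.1% and 17.6%, so RNA composition differed between the diets with no overlap. The test covered 14581 genes. With 2 mice against 2, the two-sided exact permutation test of a single gene cannot go below p = 0.333, so adjusted p-values from edgeR rest on the variance shared across genes. The F0 males were older than the offspring when their iWAT was taken, and the 2 generations were separate sets of libraries, so each was fitted alone.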

RNA-seq analysis identified 269 genes up- and 334 genes down-regulated in F0 iWAT from mice fed the LPD compared with those fed the CD (Figure S1A). 

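In F0 iWAT, 172 genes were up-regulated and 192 genes were down-regulated by the LPD at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. In all 364, both mice of one diet lay above both mice of the other. The median log2 fold change was 0.95 among the up-regulated genes and −0.82 among the down-regulated genes. At an unadjusted p-value under 0.05, 1098 genes were higher and 1196 lower on the LPD, and the biological coefficient of variation was 8.73%. The largest numbers among the alternatives came with the replicate number as a block, where 656 genes were up-regulated and 735 were down-regulated. With 2 mice per diet, that fit leaves hardly any spread between mice to test against, so its F0 p-values and numbers of genes carry little weight. The deviations of mice with the same replicate number correlated at 0.060 across genes, against −0.060 for mice with different numbers, and with 2 mice per diet one of these values is the negative of the other. The smallest numbers came from limma-trend on log2 RPKM, with 30 up-regulated and 52 down-regulated genes. The largest falls among genes with a mean of at least 1 CPM were those of Capn11 (log2 fold change −7.39), the slow-fibre myosin gene Myh7 (−5.65) and Gm37988 (−5.53), and the largest rises were those of Gm5601, Mest and Lipf (4.83). No read of Gm37988 and 0.508% of those of Gm5601 matched that gene alone, so both values are uncertain. Capn11 had at most 28 reads and Lipf at most 45 reads in any mouse.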

The pathways associated with DEGs were analyzed for KEGG pathway enrichment using the DAVID database. The up-regulated genes were significantly enriched for genes involved in lipid metabolism, oxidation-reduction processes, and the tricarboxylic acid (TCA) cycle, whereas the down-regulated genes are involved in muscle and cardiac function and development (Figure S1B and S1C, and File S2). 

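Among 25 genes of fatty acid oxidation, 23 had a positive log2 fold change on the LPD, with a median of 0.55 (quartiles 0.31 and 0.70), and 12 were up-regulated past the threshold. The two-sided adjusted p from limma's camera test was 5.7e-26 across 17 lists, and 6.5e-27 with the replicate number as a block (median 0.54). Without the genes the paper names, the remaining 17 genes had a median of 0.41 (adjusted p = 1.6e-15 from limma's camera test). Both LPD-fed mice had a higher list score (0.25 ± 0.03, SD, n = 2) than both CD-fed mice (−0.24 ± 0.06, SD, n = 2). A list of 10 brown adipocyte genes was higher on the LPD as well, with a median of 1.34 (9 positive and 1 negative). Whether these rises came from a change within cells or in the mix of cells in the fat pad was not tested. All 33 genes of a skeletal muscle list had a negative log2 fold change on the LPD, with a median of −1.24 (quartiles −2.53 and −0.92), and 20 of them were down-regulated past the threshold. The adjusted p from limma's camera test was 1.1e-66, and 5.6e-66 with the replicate number as a block (median −1.22). The muscle score was 0.62 ± 0.49 (SD, n = 2) on the CD and −0.62 ± 0.30 (SD, n = 2) on the LPD. Muscle genes varied more between mice of the same diet than other genes did, with a median within-diet SD 3.49 times that of genes of similar expression. When the inter-gene correlation was estimated from the data, the adjusted p from limma's camera test was 0.285 for the fatty acid oxidation and skeletal muscle lists.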

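Expression in CD-fed and LPD-fed F0 males is given in CPM for 6 genes of fatty acid oxidation, with adjusted p-values from edgeR's quasi-likelihood test. The transcription factor gene Ppara (ENSMUSG00000022383), on chromosome 15 of mm10 from 85734983 to 85802819, was expressed at 17.6 ± 5.09 (SD, n = 2) in CD-fed mice and 38.5 ± 6.95 (SD, n = 2) in LPD-fed mice, with a log2 fold change of 1.12 (standard error 0.19, adjusted p = 0.0249). For Cpt1b (ENSMUSG00000078937), on chromosome 15 from 89416405 to 89425863, the values were 42.2 ± 21.3 (SD, n = 2) in CD-fed mice and 127 ± 19.1 (SD, n = 2) in LPD-fed mice, with a log2 fold change of 1.60 (standard error 0.27, adjusted p = 0.0228). Only 12.5% of the exon reads of Cpt1b matched it alone, so its level is uncertain. Hadha (ENSMUSG00000025745) rose from 368 ± 49.0 to 593 ± 94.3 (SD, n = 2 each), with a log2 fold change of 0.69 (standard error 0.14, adjusted p = 0.0464), and Acaa2 (ENSMUSG00000036880) rose from 154 ± 24.6 to 270.3 ± 49.7 (SD, n = 2 each), with a log2 fold change of 0.81 (standard error 0.15, adjusted p = 0.0313). The adjusted p-value was above 0.05 for Cpt2 (ENSMUSG00000028607), which rose from 167 ± 9.22 to 225 ± 6.35 (SD, n = 2 each) with a log2 fold change of 0.43 (standard error 0.09, adjusted p = 0.0526), and for Acadvl (ENSMUSG00000018574), which rose from 218 ± 31.8 to 339.6 ± 59.3 (SD, n = 2 each) with a log2 fold change of 0.64 (standard error 0.15, adjusted p = 0.0587). For all 6 genes, both LPD-fed mice lay above both CD-fed mice, and the log2 fold change was positive in each of the 12 alternatives and with any mouse left out. Under a block for the replicate number, the log2 fold changes were 1.12 for Ppara, 1.65 for Cpt1b, 0.69 for Hadha, 0.81 for Acaa2, 0.43 for Cpt2 and 0.64 for Acadvl. All were past the threshold there, but that fit leaves hardly any spread between mice to test against.

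**Figure D3:**
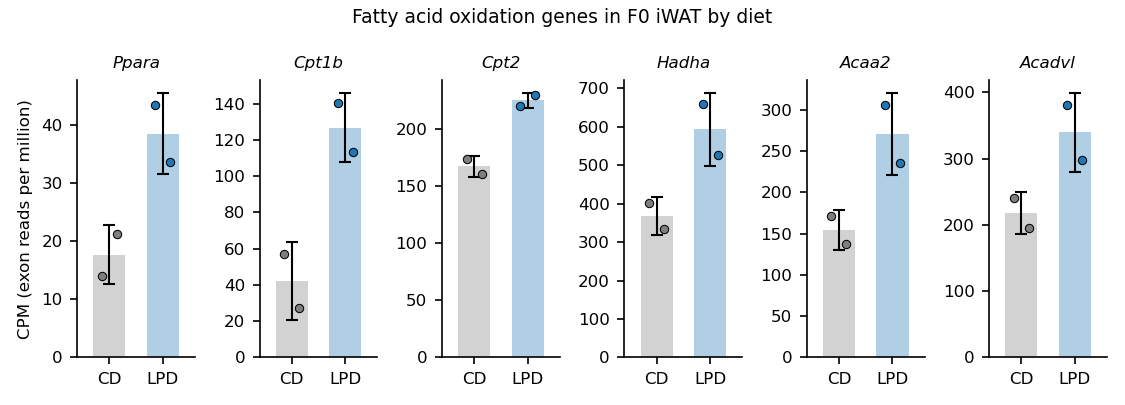
Expression of Ppara, Cpt1b, Cpt2, Hadha, Acaa2 and Acadvl in F0 iWAT, in CPM. Bars are means, error bars are SD and points are single mice (n = 2 per diet), with grey for CD-fed and blue for LPD-fed males; both LPD-fed mice lie above both CD-fed mice for each gene.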

Many genes implicated in lipid metabolism were induced in F0 iWAT by the LPD, including peroxisome proliferator-activated receptor α (*Ppara*), carnitine palmitoyltransferase 1B (*Cpt1b*), carnitine palmitoyltransferase II (*Cpt2*), hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit α (*Hadha*), acetyl-CoA acyltransferase 2 (*Acaa2*), and acyl-CoA dehydrogenase very-long-chain (*Acadvl*). The results of qRT-PCR indicated that the mRNA expression of *Ppara*, *Hadha*, *Cpt1b*, *Acaa2*, and *Acadvl* was significantly higher in LPD-fed mouse iWAT, and that of *Cpt2* tended to be higher (Figure 3A). Because PPARα is a transcription factor that up-regulates the transcription of multiple genes involved in lipid oxidation (Leone *et al.* 1999), higher expression of PPARα may cause higher expression of lipid oxidation genes.

**Figure 3:**
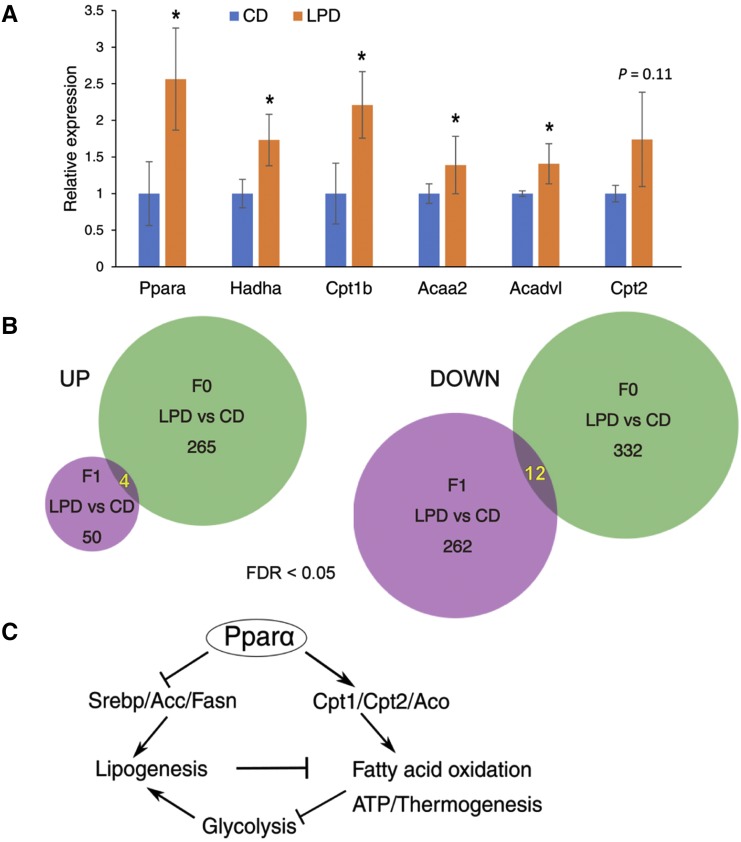
Comparison of the gene expression changes induced by LPD feeding in F0 male progenitor and F1 offspring iWAT. (A) F0 male mice were fed a CD or a LPD, then total RNA was prepared from the iWAT of F0 mice at 10–12 weeks of age, and used for RNA-seq analysis. The results shown in Figure S1 suggested the down-regulation of genes involved in fatty acid oxidation. The down-regulation of key genes involved in fatty acid oxidation was confirmed by qRT-PCR (n = 4). Target gene expression was normalized to that of the reference gene *36B4*. *, *P* < 0.05; ns, not significant. Bars represent the mean ± SD (B) A comparison of the genes affected by LPD in male F0 and F1 offspring iWAT. The Venn diagram shows the numbers of genes that were up- or down-regulated by LPD feeding in male F0 and F1 offspring iWAT. CD, control diet; LPD, low-protein diet. (C) A speculative schematic view of the effect of a LPD on metabolism in F0 iWAT.

Next, we compared the overlap between sets of DEGs in F1 and F0 iWAT. Among the 54 up-regulated genes in the F1 mice and the 269 up-regulated genes in the F0 mice, there were only four common genes (Figure 3B). Furthermore, only 12 genes showed overlapping differential expression among the 274 and 334 down-regulated genes in the F1 and F0 iWAT, respectively. These results indicate that the transcriptomic changes in offspring iWAT were dissimilar from those in F0 iWAT. 

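Of the 13870 genes tested in both generations, 20 were up-regulated in the F1 mice at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 1 of these was also up-regulated in the F0 mice, where 0.235 would be expected by chance (one-sided Fisher's exact test, p = 0.211). That gene was Mest (ENSMUSG00000051855), on chromosome 6 of mm10 from 30723547 to 30748465, which in the F1 mice rose from 18.3 ± 3.50 to 45.7 ± 9.75 CPM (SD, n = 3 each), with a log2 fold change of 1.32 (standard error 0.18, adjusted p = 0.00756). In the F0 mice, Mest rose from 16.7 ± 7.49 to 524 ± 258 CPM (SD, n = 2 each), with a log2 fold change of 4.99 (standard error 0.39, adjusted p = 0.00190). The overlap moved most without a filter on low counts, where 28 genes were up-regulated in both generations against 6.92 expected (one-sided Fisher's exact test, p = 3.7e-10). With the replicate number as a block in each generation, 6 genes were, against 2.10 expected (one-sided Fisher's exact test, p = 0.0175).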

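Among the same 13870 genes, 141 were down-regulated in the F1 and 165 in the F0 mice, and 4 were down-regulated in both, against 1.68 expected by chance (one-sided Fisher's exact test, p = 0.0877). Cd163 had a log2 fold change of −0.70 in F1 and −0.47 in F0 iWAT, and Clec10a had −0.83 and −0.44. Smpd3 (−0.71 and −0.69) and Plac9b (−1.02 and −0.87) completed the overlap, but only 18.8% of the F1 exon reads of Smpd3 and 0.268% of those of Plac9b matched that gene alone, so their changes are uncertain. Another 6 genes were past the threshold in both generations in opposite directions. Rmdn3, Pltp, Paqr9, Deptor and Acsl5 were lower in pLPD offspring and higher in LPD-fed F0 males, and Dennd2d was higher in the offspring and lower in the F0 males. No number expected by chance was computed for genes in opposite directions, and the alternatives were counted for the same direction only. A larger overlap in the same direction therefore does not by itself show a shared response. The number of genes down-regulated in both generations moved with the alternatives. There were 86 against 18.9 expected without a filter on low counts, 42 against 10.2 with the replicate number as a block and 37 against 14.9 with edgeR's likelihood ratio test (one-sided Fisher's exact test, p = 6.7e-33, 2.4e-15 and 3.4e-07). The count with the block rests on an F0 fit that leaves hardly any spread between mice to test against. DESeq2 gave 12 against 3.33, at least 10 counts in every sample 7 against 2.12, and uniquely mapped reads 6 against 2.61 (one-sided Fisher's exact test, p = 1.3e-04, 0.00544 and 0.0474). The p-value was above 0.05 with all 4 groups in one fit, at 1 against 1.19, with limma-trend on RPKM, at 1 against 0.320, with the size factors of DESeq2 in edgeR, at 4 against 1.81, and with intron reads included, at 3 against 0.942 (one-sided Fisher's exact test, p = 0.700, 0.275, 0.108 and 0.0684). At an adjusted p-value under 0.1 in both generations, there were 15 against 7.99 (one-sided Fisher's exact test, p = 0.0147).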

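Across the 13870 genes, the log2 fold change in F1 iWAT correlated with that in F0 iWAT at a Pearson's r of 0.0383 and a Spearman's rho of 0.0526, where genes are not independent replicates. With each mouse of either generation left out in turn, Pearson's r ranged from −0.0281 to 0.0642. The difference between the generations was tested in a fit of all 4 groups, where the response to the diet differed between F1 and F0 for 189 of 15111 genes at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The response was higher in F1 for 54 of these genes and lower in F1 for 135. The likelihood ratio test of edgeR gave 546 genes. Generation goes with age and with the set of libraries in these samples, so the 3 cannot be told apart. From the small numbers of shared genes, the paper concludes that the changes in the offspring were unlike those in F0 iWAT.

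**Figure D4:**
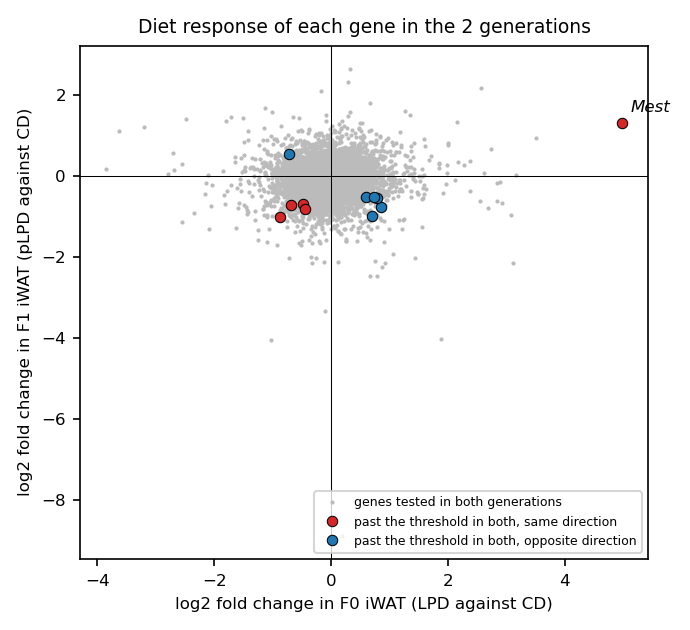
Log2 fold change of each gene in F1 iWAT (pLPD against CD offspring, vertical axis) against that in F0 iWAT (LPD against CD, horizontal axis). Grey points are the 13870 genes tested in both generations, red points the 5 genes past the threshold in both in the same direction, with Mest at the far right, and blue points the 6 genes past it in opposite directions.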

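The lipogenesis list had a negative median log2 fold change in both generations, −0.45 in F1 and −0.28 in F0. The fatty acid oxidation list had a positive median in F0 (0.55) but not in F1. In F1 iWAT, the 25 fatty acid oxidation genes had a median log2 fold change of −0.01, with 13 negative and 12 positive values (two-sided adjusted p = 0.906 from limma's camera test). None of them was past the threshold (0 of 25), and 2 were higher and 1 was lower at an unadjusted p-value under 0.05. Tested directly in the fit of all 4 groups, the log2 fold change in F1 minus that in F0 had a median of −0.55 for the fatty acid oxidation list and −0.24 for the lipogenesis list (two-sided adjusted p = 8.5e-13 and 0.0268 from limma's camera test over 18 lists). For lipogenesis, the difference was negative in 17 genes and positive in 10. With the inter-gene correlation estimated from the data, an alternative chosen after seeing the data, none of the 18 lists was past the threshold (0 of 18), and the lowest adjusted p was 0.226.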

Analysis of the DEGs suggested that lipogenesis is down-regulated in F1 iWAT, whereas lipolysis is up-regulated in F0 iWAT. Lipogenesis and lipolysis are both tightly regulated processes, and they work oppositely to accumulate lipid. Among the genes that were up-regulated in the F0 males, PPARα is a key regulator of fatty acid oxidation, which targets many genes in this pathway, including *Cpt1*, *Cpt2*, and *Aco* (Figure 3C). PPARα also can inhibit lipogenesis by suppressing *Srebp*, *Acc*, and *Scd* expression or by reducing the expression of glycolytic genes (Finck and Kelly 2002). The up-regulation of fatty acid oxidation is usually associated with greater energy production and thermogenesis. 

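The 18 genes of the TCA cycle, from the citrate synthase gene Cs to Mdh2, were higher in LPD-fed than in CD-fed F0 males for 16 genes and lower for 2, with a median log2 fold change of 0.21 (quartiles 0.14 and 0.45). Of these genes, 2 were past the threshold and 7 were higher at an unadjusted p-value under 0.05. The two-sided adjusted p from limma's camera test was 6.4e-06, and with the replicate number as a block it was 2.5e-06 (median 0.20). When the inter-gene correlation was estimated from the data, it was 0.545. The uncoupling protein gene Ucp1 (ENSMUSG00000031710), on chromosome 8 of mm10 from 83290352 to 83298452, had 35.9 ± 31.7 (SD, n = 2) in CD-fed males and 263 ± 36.0 (SD, n = 2) in LPD-fed males, in CPM. Its log2 fold change of 2.89 (standard error 0.47, adjusted p = 0.0196) came from edgeR's quasi-likelihood test, and with the block it was 3.06 (adjusted p = 2.3e-22). The p-value with the block carries little weight, since that fit leaves hardly any spread between mice to test against. With any 1 mouse left out, the log2 fold change stayed between 2.17 and 4.29.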

Consistent with this, genes involved in the TCA cycle and uncoupling protein 1 (*Ucp1*) were up-regulated by LPD feeding, according to the RNA-seq data (Figure S1B, File S2) (Figure 3C). Thus, in contrast to the reduction in lipogenesis in offspring iWAT, mediated through altered ChREBP expression, lipogenesis may be down-regulated in F0 iWAT secondary to enhanced lipolysis, mediated through PPARα.

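In F0 iWAT, 21 of the 27 lipogenesis genes had a negative log2 fold change on the LPD and 6 a positive one, with a median of −0.28 (quartiles −0.59 and −0.07). Past the threshold, 1 gene was up-regulated and 2 were down-regulated. The two-sided adjusted p from limma's camera test was 7.3e-05, and 1.4e-06 with the replicate number as a block (median −0.30), but it was 0.601 with the inter-gene correlation estimated from the data. The list score was 0.16 ± 0.07 (SD, n = 2) on the CD and −0.11 ± 0.22 (SD, n = 2) on the LPD. In edgeR's quasi-likelihood test, none of Srebf1, Acaca, Acacb, Scd1 and Mlxipl was past the threshold. Srebf1 had a log2 fold change of −0.27 (adjusted p = 0.303) and Acaca of −0.59 (adjusted p = 0.252), and both were lower in both LPD-fed mice. Acacb had 0.14 (adjusted p = 0.729), Scd1 0.26 (adjusted p = 0.725) and Mlxipl −0.59 (adjusted p = 0.0756). Mlxipl too was lower in both LPD-fed mice, at 137 and 100 CPM against 190 and 166 CPM in the CD-fed mice. With the block, Acaca (−0.64, adjusted p = 0.0137) and Mlxipl (−0.60, adjusted p = 1.5e-06) were past the threshold, but that fit leaves hardly any spread between mice to test against. From the higher expression of Ppara and the genes it targets, the paper proposes that lipogenesis in F0 iWAT may be lower as a consequence of enhanced lipolysis, unlike in the offspring.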

### Comparison of the pLPD-regulated genes in offspring iWAT and liver

To understand how pLPD-induced differences in gene expression in the iWAT and liver of the offspring contribute to the glucose intolerance that was previously reported (Watkins and Sinclair 2014), we also determined the DEGs in F1 liver, which was previously analyzed following a similar feeding study (Carone *et al.* 2010). We again performed pathway analysis of the up- and down- regulated genes. In liver, of the 1,559 DEGs (FDR < 0.001), 759 genes were up-regulated and 836 genes were down-regulated. KEGG pathway analysis identified the pathways that were enriched among the up- and down-regulated genes, respectively (Figure 4A and 4B). Of the top 21 pathways represented among the up-regulated genes, 10 are involved in cholesterol biosynthesis and lipid metabolism, whereas none of the pathways represented among the down-regulated genes are related to lipid metabolism. Comparison of the DEGs in F1 iWAT and liver showed almost no overlap, with only one and five genes overlapping among the up- and down-regulated lists, respectively (Figure 4C), and none of these are involved in metabolism. To confirm that the result of Carone *et al.* (2010) are reproducibly obtained in the present study, we performed qRT-PCR to examine the expression levels of typical genes involved in lipid and cholesterol biosynthesis, including sterol regulatory element binding transcription factor 2 (*Srebf2*), squalene spoxidase (*Sqle*), isopentenyl-diphosphate delta-isomerase 1 (*Idi1*), stearoyl-CoA desaturase (*Scd1*) and fatty acid synthase (*Fasn*). As shown in Figure 4D, our results were consistent with previous study (Carone *et al.* 2010), and indicated that the expression levels of these lipogenic genes were significantly increased by pLPD feeding. The up-regulation of many genes involved in lipid and cholesterol biosynthesis suggests that lipogenesis may be up-regulated by pLPD feeding in F1 liver. To assess whether the lipogenic genes and regulators which were differentially expressed in iWAT are oppositely expressed in liver, we measured the expression of these genes in the livers of the offspring as in Figure 4E. Except for *Tbxas1*, expression levels of *Acacb*, *Acly*, *Elovl5*, *Elovl6* and *Tecr* that were reduced in iWAT were strongly increased in pLPD offspring liver compared to CD mice, which was also consistent with previous study, indicating the opposite expression of lipogenic genes in liver and iWAT. The expressions of *ChREBP*-*α*, *ChREBP*-*β*, *Pfkl*, *Ppp2r5b* and *Igfbp2* were unchanged, suggesting that ChREBP did not contribute to the increase of lipogenesis in the liver. Instead, we found the up-regulation of lipogenic transcriptional factor *Srebf2* (Figure 4D). These results support the previous study showing that up-regulation of hepatic lipogenesis is mediated by *Srebf2* (Carone *et al.* 2010). Also, high expression of genes related to lipogenesis in pLPD offspring liver can be due to higher expression of SREBP-activating gene *Scap* (Carone *et al.* 2010). The findings here are in agreement with the fact that SREBP is the key regulator of lipogenesis in liver, whereas ChREPB plays dominant roles in regulation of lipogenesis in adipose tissue (Horton *et al.* 2002, Herman *et al.* 2012). Threfore, our results demonstrate that lipogenic genes are reciprocally expressed in iWAT and liver in the pLPD offspring, and their expressions are regulated by different transcriptional factors in a tissue-specific manner. It has previously been shown that lipogenesis in WAT and liver oppositely correlate with insulin resistance: a lower lipogenic rate in WAT and a higher lipogenic rate in liver cause insulin resistance (Cao *et al.* 2008; Yang *et al.* 2011; Huo *et al.* 2012; Chavez and Summers 2012; Beaven *et al.* 2013; Abdul-Wahed *et al.* 2017; Vijayakumar *et al.* 2017). Taken together, our results therefore suggest that disorders of lipid metabolism in liver and white adipose tissue in juvenile mice of LPD fathers may play pivotal roles in the development of metabolic disorders (Figure 4F).

**Figure 4:**
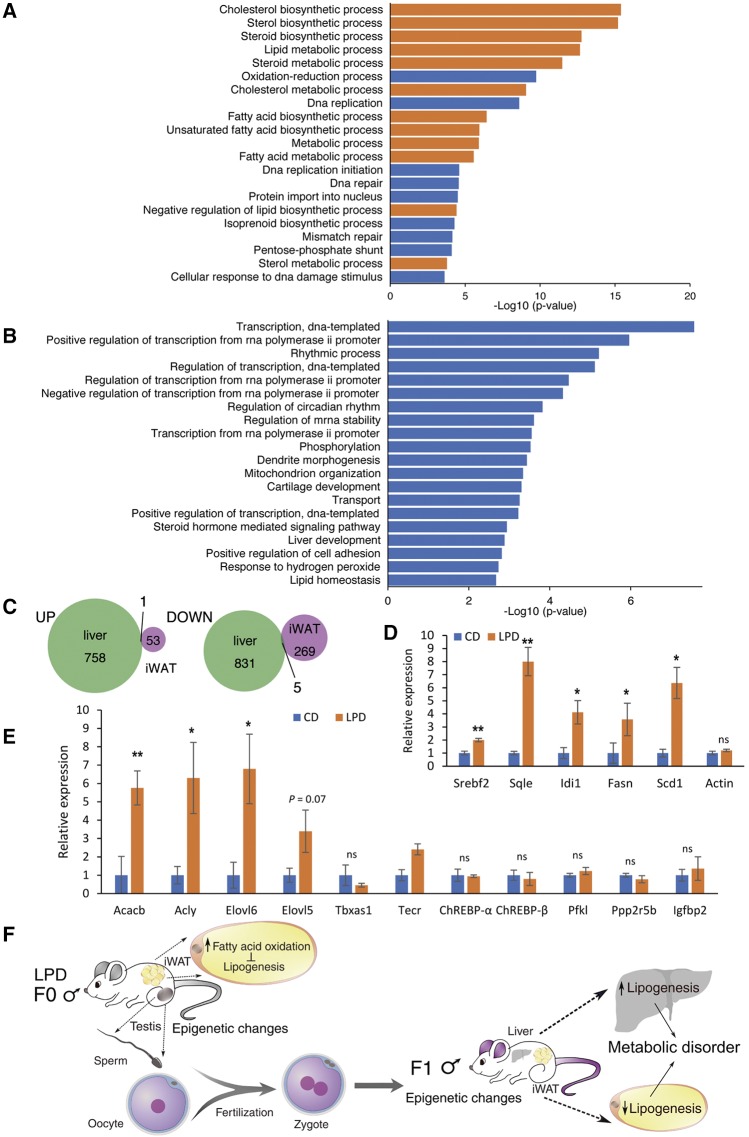
Comparison of pLPD-regulated genes in iWAT and liver of F1 offspring mice. (A and B) The up- and down-regulated genes previously reported by Carone *et al.* in the liver of F1 offspring (Carone *et al.* 2010) were used for this analysis. Gene ontology analysis for biological processes (GO-BP) for up- (A) and down-regulated (B) genes, respectively, was performed as described in Figure 1A. Only top 21 terms for upregulated genes and 20 terms for downregulated genes are shown. Genes involved in cholesterol biosynthesis and fatty acid metabolism are enriched among the up-regulated genes, and shown in orange. (C) Comparison of the pLPD-regulated genes in the liver and iWAT of F1 offspring. The Venn diagram shows the numbers of up- and down-regulated genes in the liver, as reported by Carone *et al.* (Carone *et al.* 2010), and in the iWAT (shown in Figure 1) of F1 offspring. (D) Expression levels of genes related to lipid and cholesterol biosynthesis in the offspring liver measured by qRT-PCR were consistent with the previous study (Carone *et al.*, 2010) (n = 3). (E) Validation of expression levels of genes of interest in iWAT in the offspring liver (n = 3). (For D and E) Expression level was normalized to the reference gene 36B4, and actin was used as a negative control. Bars represent the mean ± SD *, *P* < 0.05; **, *P* < 0.01; ns, not significant; CD, control diet; LPD, low-protein diet. (F) Model depicting how the gene expression changes induced by pLPD feeding in iWAT and liver could cause metabolic disorders in offspring.

## Discussion

The present study indicates that pLPD down-regulates multiple lipogenic genes in offspring iWAT, which may reduce lipogenesis and increase the risk of metabolic disorders. Down-regulation of *ChREBP*-*β*, a key transcription factor for lipogenic genes, which might be the result of an increase in *Igfbp2* expression, is likely to play an important role in this down-regulation. We also identified pLPD-induced up-regulation of genes involved in the immune response, including pellino-1 (*Peli1*) and high mobility group box 2 (*Hmgb2*), in offspring iWAT. It was previously shown that inflammation prevents adipocyte differentiation by inhibiting PPARα and PPARγ (Rosen & MacDougald 2006). However, there is no clear evidence to show that some of these up-regulated genes enhance inflammation, although some reports suggest the possibility that PELI1 and HMGB2 may regulate inflammation (Aird *et al.* 2016; Kim *et al.* 2017). Thus, up-regulation of immune response-related genes may not directly contribute to the down-regulation of lipogenic genes by inhibiting adipocyte differentiation.

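In F1 iWAT, Peli1 (ENSMUSG00000020134), on chromosome 11 of mm10 from 21091291 to 21150323, was expressed at 53.0 ± 3.96 (SD, n = 3) in the offspring of CD fathers and 73.0 ± 6.42 (SD, n = 3) in pLPD offspring, in CPM, a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.0512) in edgeR's quasi-likelihood test. Hmgb2 (ENSMUSG00000054717), on chromosome 8 from 57511907 to 57515999, was expressed at 27.8 ± 3.33 (SD, n = 3) in the offspring of CD fathers and 38.5 ± 3.31 (SD, n = 3) in pLPD offspring, a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.0896). For both genes, each pLPD mouse lay above each offspring of a CD father, and neither adjusted p-value was under 0.05. The fit with the replicate number as a block gave 0.46 (adjusted p = 0.0684) for Peli1 and 0.47 (adjusted p = 0.0712) for Hmgb2. Only 27.2% of the exon reads of Hmgb2 matched it alone, so its level is uncertain. Over the 12 alternatives, the adjusted p-value was under 0.05 in 6 for Peli1 and in 2 for Hmgb2.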

Many studies have shown an effect of pLPD on offspring gene expression in rodents, but comparison of the data in the reports is not always possible because of the use of different diets and feeding regimens. To enable comparison of our data with those in the previous report by Carone *et al.* (Carone *et al.* 2010), we used the same diet and feeding regimen. However, there still exist differences between two studies. First, 3-week-old mice were used in the study by Carone *et al.* (2010). In this study, because iWAT of 3-week-old-mice were quite small and contains high amount of lipid which affects the efficiency of RNA extraction, we used the 5-week-old offspring in which the offspring are still young and their adipose tissues are also sufficient for experimental manipulation. Second, C57BL/6 mice in Carone *et al.* (2010) were obtained from Jackson Labs and from Charles River Laboratories, whereas our C57BL/6 mice were obtained from Shizuoka, Japan. These mice are substrains of B6 mice. Despite these differences, in the offspring liver, we also found the up-regulation of genes relating to lipid and cholesterol biosynthesis, which was consistent with Carone *et al.* (2010). This data suggested that lipid metabolism is sensitive to pLPD in spite of some of genetic background differences among B6 substrains (Mekada *et al.* 2009). The Technology and Development Team for Mouse Phenotype Analysis of RIKEN BRC also confirmed that there is no significant difference in the glucose tolerance test between C57BL/6 mice from SLC and Charles River Laboratories (data not shown). In contrast to liver, we found that lipogenic genes were reduced in iWAT, which was partly due to the reduction of *ChREBP*-*β*. It was demonstrated that loss of adipose-ChREBP results in insulin resistance and increased WAT inflammation (Vijayakumar *et al.* 2017). 

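TNF-α is listed in the files as Tnf (ENSMUSG00000024401), on chromosome 17 of mm10 from 35199381 to 35202007. Between 21 and 67 reads per mouse were counted on its exons in F1 iWAT, and expression was 3.28 ± 0.674 (SD, n = 3) in the offspring of CD fathers and 7.03 ± 3.03 (SD, n = 3) in pLPD offspring, in CPM. Each pLPD mouse lay above each offspring of a CD father, with a log2 fold change of 1.09 (standard error 0.34, adjusted p = 0.154) from edgeR's quasi-likelihood test. With the replicate number as a block, the log2 fold change was 1.04 (adjusted p = 0.150), and leaving out 1 mouse at a time kept it between 0.69 and 1.31. The adjusted p-value was under 0.05 in 1 of the 12 alternatives, the one without a filter on low counts.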

In our RNA-seq data, we noted that mRNA level of *TNF*-*α* gene in the iWAT had a tendency to increase, albeit at the border of significance (log_2_FC = 2.18, FDR = 0.07, data not shown), suggesting a low-grade inflammation in adipose tissue of pLPD offspring. Previously, Watkins and Sinclair (2014) reported that the adult offspring from LPD-fed fathers developed impaired glucose tolerance and increased serum TNF-α level (Watkins and Sinclair 2014). Our results could imply that lipid metabolic disorders in liver and white adipose tissue during early life contribute to the development of such diseases in these mice. However, between our study and the study by Watkins and Sinclair (2014), there are many other differences in experimental components, including protein concentration, feeding scheme, and age at mating, in addition to the difference of C57/BL6 genetic background. Nevertheless, the important factors that are likely to contribute to the effect of pLPD may include protein concentration and exposure time. In both studies, protein amount was reduced by about half (11% and 9% in this study and Watkins & Sinclair study, respectively); more importantly, the time of LPD exposure of at least 7 weeks in two studies was assured for the exposure of LPD during a complete cycle of male germ cell formation. Therefore, we speculate that although the adult offspring in our study may also develop metabolic syndrome, but the types of disease and/or the degree of progress of disease may differ from study of Watkins and Sinclair (2014). More studies are needed to investigate the traits during the development of the pLPD offspring. Overall, our findings based on enriched genes and pathways suggest that lipid metabolism was disturbed in liver and white adipose tissue in the young offspring from LPD fathers, which may coordinately increase risk of metabolic disorders.

Almost no overlap was found between the DEGs in iWAT and liver, and it is as yet unclear how a pLPD might differentially affect the expression of genes in these two offspring tissues. LPD may induce an epigenetic change, such as histone modification or RNA induction, in the testicular germ cells (TGCs), which may be transmitted to the mature sperm. Although it has been shown that LPD does not affect DNA methylation pattern in mature sperm, it is unknown whether LPD can cause histone modification or alter RNA content in mature sperm (Shea *et al.* 2015). Specific histone modifications and/or RNAs in sperm may be transmitted to the zygote, which could induce an epigenetic change and/or alter gene expression in the early embryo. Because differentiation into tissues such as liver and WAT occurs in the post-blastocyst embryo, such changes in the early embryo would be expected to affect gene expression in the embryo at a later stage. Thus, further analysis is required to dissect the mechanism underlying the differential effects of a pLPD on the expression of genes in iWAT and liver.

The molecular mechanism underlying the transmission of pLPD effects is not fully understood. It has also been recently reported that sperm from mice fed a LPD and those fed a high-fat diet contain higher concentrations of tRNA fragments (Chen *et al.* 2016; Sharma *et al.* 2016), and that injection of sperm small RNAs from HFD-fed mice into zygotes causes metabolic disorders and alters the expression of genes in metabolic pathways in the offspring (Chen *et al.* 2016). However, the type of epigenetic change induced by LPD in TGCs and mature sperm remain to be established. Our previous studies showed that, in response to various environmental factors, including heat shock, psychological stress, inflammatory cytokines, and pathogen infection, the stress-responsive epigenetic regulator *Drosophila* ATF2 (dATF2) and the vertebrate ortholog ATF7 are phosphorylated by p38 and released from the chromatin, resulting in a reduction in histone H3K9 tri- and di-methylation (H3K9me3/2), which can be transmitted to the subsequent generation in some instances (Maekawa *et al.* 2010; Seong *et al.* 2011; Seong *et al.* 2012; Yoshida *et al.* 2015). We hypothesize that ATF7 may play role in this transmission because it is reported that LPD feeding reduces the concentration of glutathione (GST) (Leaf and Neyberger 1947), an abundant cysteine-containing tripeptide that removes ROS (Hayes and McLellan 1999), which activate p38 (Ito *et al.* 2006). Hence, it is possible that LPD induces phosphorylation of ATF7 via p38, finally leading to a change of histone H3K9me3/2, as previously reported (Maekawa *et al.* 2010; Seong *et al.* 2011; Seong *et al.* 2012; Yoshida *et al.* 2015). In addition, epigenetic changes may be induced by the inhibition of α-ketoglutarate-dependent dioxygenases that are involved in DNA and histone demethylation, secondary to altered levels of fumarate and succinate, key metabolites in the TCA cycle (Xiao *et al.* 2012; Sciacovelli *et al.* 2016). Future experiments are required to dissect the mechanism underlying the inheritance of pLPD effects.

A LPD up-regulates the expression of lipid oxidation genes in the iWAT of F0 mice, but down-regulates lipogenic gene expression in offspring iWAT. Differences in gene expression in offspring WAT may be the result of epigenetic changes in the TGCs of their male progenitors. Although epigenetic changes may be similar across all types of cells, including iWAT and TGCs, epigenetic changes appear to be induced on different genes by LPD in iWAT and TGCs. This may be due to differences in chromatin structure, such as differences in heterochromatin in each cell type. In addition to pericentromeric and subtelomeric heterochromatin, many genes in the euchromatin region also have heterochromatin-like structures enriched in H3K9me3/2, and this differs among cell types. Therefore, LPD may induce epigenetic changes on different genes depending on cell type, despite similar mechanisms of epigenetic modification.

## Conclusions

Many studies have shown that parental diet affects the metabolism and health of their offspring (Barker *et al.* 1993; Anderson *et al.* 2006; Ng *et al.* 2010; Carone *et al.* 2010; Radford *et al.* 2014; Watkins and Sinclair 2014). To understand the relationship between parental diet and offspring health, tissue-specific analysis of gene expression changes induced by paternal dietary manipulation is essential. The present study of gene expression in iWAT and liver may provide useful insight into the molecular mechanisms underlying the effect of a pLPD on gene expression patterns in the offspring.

How the deposited data were processed for this re-analysis (not part of the article)

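Inguinal white adipose tissue (iWAT) of male mice was measured by RNA-seq in 4 groups: 3 offspring of CD fathers and 3 pLPD offspring at 5 weeks of age (F1), and 2 CD-fed and 2 LPD-fed males at 10–12 weeks of age (F0), 1 library per mouse. The authors mapped the reads to mm10 in CLC Genomics Workbench. The deposited count columns give the authors' numbers of reads per gene on exons, on introns and across exon junctions, all reads and uniquely matching reads apart, with no normalization. For genes without an exon length, the deposited intron column holds all reads on the gene, among them those on mitochondrial rRNA and 7S RNA, so it is not a measure of introns alone. A further deposited count column, the expression value, holds whole numbers between the unique and the total exon reads of each gene, and how CLC assigned them is not stated. The deposited RPKM values are total exon reads divided by the authors by exon length and by 1 total per library, which ranged from 14462489 to 19039664 reads and was larger than the sum of the reads on genes. The deposited TPM values were rescaled by the authors to 1000000 per library and were not used for any test. Of the listed genes, 33120 have an exon length, and only these can have exon reads.

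The main values rest on total exon reads, which were between 6351075 and 10044546 per library. A level of 3 reads corresponds to 0.299 to 0.472 counts per 1000000 (CPM), and below it a gene cannot be told from absent; this bound covers counting error only. Pooled over genes, the variance between 2 mice of the same group was 4.59 to 13.1 times that of counting error, a mean to which genes with many reads contribute most.

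The paternal diets in F1 and the diets in F0 were each compared in a fit of their own in R 4.3.3 with edgeR 4.0.16: low counts were filtered with filterByExpr, libraries were normalized by TMM, and the quasi-likelihood F test was used, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p-value. The standard error of a log2 fold change was taken as its size divided by the square root of F. CPM values are those of the TMM-normalized library, given as mean and SD across mice. For single genes, an exact two-sided permutation test of the log2 CPM (with 0.5 added) cannot give less than 0.1 with 3 mice against 3, or 0.333 with 2 against 2. The difference between generations was tested as the interaction of generation and diet in a fit of all 10 libraries. Generation, age and the set in which the libraries were made coincide, so a difference between F1 and F0 cannot be assigned to any of the 3. Genes shared between generations were counted against the genes tested in both with a one-sided Fisher's exact test.

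No GO or KEGG annotation was used. The processes the paper names, and cell types that a fat pad can hold, were represented by 18 lists of genes written by hand. Each list is described by the median log2 fold change of its tested genes and was tested two-sided with camera in limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over the lists of that generation. The list score of a mouse is the median log2 CPM of the list, each gene taken relative to its mean over the mice of that generation. The genes named in the text are those the paper names, the genes past the threshold in the same direction in both generations, and, per generation and direction, the 3 genes with the largest log2 fold change among those past the threshold, with a mean of at least 1 CPM and every mouse of one diet above every mouse of the other. The comparisons between groups with their tests, the 18 lists, this rule and most alternatives were set before the data were examined; tests of explanations were added later, some of them after the result was seen.

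The alternatives were the likelihood ratio test of edgeR, DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, all 4 groups in one fit, the replicate number as a block, reads on the whole gene with introns, uniquely mapped exon reads, limma-trend on log2 RPKM with 0.1 added, a gene length correction with and without the block, and each mouse left out in turn. With the block, 212 genes were down-regulated in F1 against 144 without it. The replicate numbers come from the sample labels, and neither the paper nor the sample records say that mice with the same number belong together. In F0, the block leaves hardly any spread between mice to test against, so its p-values there carry little weight. After seeing the data, 5 more alternatives were added: the authors' expression value column, a GC content correction with and without the block, the exon share of each library as a covariate, and camera with the inter-gene correlation estimated from the data. GC content was computed from the longest transcript of each gene in GENCODE vM21, in which 51633 of the listed identifiers were found, 94.2% of them with the same start and end. The corrections for length and GC content used a loess fit with a span of 0.4 within each library.

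The tests were checked on simulated data, in which 199 of the tested genes were changed in counts drawn at the depth and dispersion of these libraries. The quasi-likelihood test recovered 85.4% of them in the F1 design and 85.9% in the F0 design, with 4.5% and 8.1% false genes among those called and no changed gene called in the wrong direction. Only 2-fold and 4-fold changes were simulated, and in the F1 design 72.7% of the 2-fold and 98% of the 4-fold changes were recovered; smaller changes, such as most of those called in F1, were not simulated. The likelihood ratio test gave 13.2% and 14.8% false genes, and DESeq2 6% and 5.9%. Tables were prepared and figures drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The qRT-PCR, ChIP and liver data of the paper were not analysed here, and not every gene that meets the rule for named genes is reported here.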

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

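The tests of epithelial tissue, of other groupings of the mice for the macrophage list, of reads shared between copies of a gene, of a mislabelled sample and of the imprinted genes with Peg3 were chosen only after the result was seen.

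The response to the diet differed between F1 and F0 for 189 genes in a direct test of the difference. Among the genes named in the text, the log2 fold change in F1 minus that in F0 was −0.89 for Elovl5, −1.20 for Pfkl, −3.68 for Mest, 7.10 for Myh7, 11.37 for Capn11 and −9.23 for Gm10031, each with an adjusted p-value under 0.05. Lists of genes differed in the same test, with a median difference of −0.24 for lipogenesis, −0.24 for glycolysis, −0.55 for fatty acid oxidation, −0.23 for the TCA cycle, −0.70 for collagen fibrils, −0.52 for macrophages, −1.38 for brown adipocytes, −0.95 for erythroid cells, −0.54 for keratinocytes and −1.97 for epithelial cells, and 1.08 for skeletal muscle and 0.088 for adipocytes. With the inter-gene correlation estimated from the data, none of the 18 lists differed (0 of 18; lowest adjusted p 0.226), so the list differences rest on camera's fixed correlation. Since generation, age and the set of libraries coincide, no biological explanation of these differences could be tested, and none of the 3 can be excluded.

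In F1, several signals lie outside the genes the paper discusses. The macrophage list was lower in pLPD offspring, with a median log2 fold change of −0.64 over 12 genes, all negative, and 8 of them past the threshold. With the inter-gene correlation estimated from the data, the adjusted p of this list from limma's camera test was 0.143, not past the threshold. Of the 4 splits of the 6 mice that part all 3 same-numbered pairs, the real one alone gave as large a median (1 of 4), which with so few splits cannot exclude chance. The cholesterol biosynthesis list had a median of −0.35, negative in 20 of 21 genes, and no technical or biological explanation was tested for it beyond the general ones given with the other observations. The epithelial list had a median of −3.40 over 5 genes, 3 of them past the threshold. Epithelial tissue carried over with the fat pad is a candidate explanation: the genes of the list spread 1.57 times as widely within a paternal diet as genes of the same expression, a ratio too close to that of other lists (1.44 for macrophages) to decide it. The genes did not move together within a paternal diet (mean correlation −0.014), which goes against it, but with 5 genes the test leaves it open.

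Gm10031 fell by 8.88 on the log2 scale in F1 (−8.88), from 8.06 CPM to 0, and Gm5601 rose by 9.66 in F0, from 0 to 10.9 CPM. At most 3.63% of the exon reads of either gene matched it alone, so reads shared with near-identical copies are a candidate explanation, and neither value can be taken as a change of that gene.

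In F0, the brown adipocyte list, which includes Ucp1, had a median log2 fold change of 1.34, positive in 9 of 10 genes. Its genes spread 3.86 times as widely within a diet as genes of the same expression, so its mice of the same diet were far from alike, and no technical or biological explanation was tested for it.

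Mest was higher in both generations, by 1.32 in F1 and 4.99 in F0. Mest is imprinted, and a joint change of imprinted genes was tested on the 17 others of a hand-written list: their median log2 fold change in F0 was −0.24, with 6 positive and 11 negative, and −0.26 over 16 without Peg3, so the list did not rise as a whole. Peg3 (2.74, adjusted p = 0.00373 in edgeR) and Zim1 (3.17, adjusted p = 0.00792 in edgeR), which lie side by side on chromosome 7, rose with Mest in F0, but in F1 they had 0.67 and 0.02. The LPD-fed F0 mice had 342 and 707 CPM of Mest, against 22.0 and 11.4 in the CD-fed mice. Leaving out 1 mouse kept its F0 log2 fold change between 4.37 and 5.53. In each generation, Mest was past the threshold in all 12 alternatives, so its rise did not hinge on the choice among them. Whether Mest rose because of the diet or because of a technical difference not tested here is open.

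All mice were recorded as male, yet 1 pLPD library had 27.6 CPM of Xist (182 reads), against 4.17 and 5.28 in the other pLPD libraries and 0 to 1.96 in the offspring of CD fathers. A mislabelled female was tested: the mean log2 CPM of 4 Y-linked genes in that library was 5.86, within the 5.67 to 5.90 of all 10 libraries, so a mislabelled female does not account for the Xist reads; a small admixture of female tissue or reads was not tested. Of the exon reads of Xist, only 5.99% matched it alone.

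The deposited intron column held 56.6% of the reads on genes in pLPD libraries, against 49.8% in those of CD offspring. The column includes all reads on genes without exons, which held 20.4% to 23.6% of the reads in pLPD libraries and 17.5% to 18.7% in the others. Mitochondrial rRNA held 13.5% to 18.2% in pLPD libraries and 9.29% to 10.5% in the others, and 7S RNA with Rpph1 4.68% to 5.79% and 6.59% to 7.00%, so the libraries of the paternal diets differed in their RNA composition with no overlap. In protein-coding genes of the nuclear genome, the intron share also differed (43.7% and 37.0%). Whether this could be the source of the changed genes was tested by the correlation across genes between the change of pLPD replicate 2 or 3 and the difference of replicate 1, which has the largest share, from the other. Its mean was −0.0075 (0.055 and −0.070), but the same correlation for replicate 1 and the difference between replicates 2 and 3, whose shares are alike, was 0.12, so the test decides nothing. Most changes of the F1 genes cannot be told apart from an effect of library composition; 1 up-regulated and 14 down-regulated genes were past the threshold with the exon share, which is only 1 measure of composition, as a covariate. In F0, mitochondrial rRNA also differed between the diets with no overlap, at 10.9% and 12.4% on the LPD and 9.59% and 9.85% on the CD, and its effect on the F0 genes was not tested.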

How the results depend on the processing

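Camera's inter-gene correlation, the authors' expression value column, the GC content correction and the exon share were added after the values had been seen. Over the 16 counts, lists, overlaps and correlations of the text and 141 values under alternatives, 89 were the same, 8 lost the threshold and 44 moved. For the named genes, 876 of 1000 values kept direction and side of the threshold, 47 lost it, 63 gained it and 14 reversed. The cause was not tested for the changes in this part unless a value is given.

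The numbers of genes moved as follows, up- and down-regulated in F1 (20 and 144): likelihood ratio test 145 and 437, DESeq2 74 and 301, no filter on low counts 234 and 564, all 4 groups in one fit 62 and 277. With the replicate number as a block, 48 genes were up-regulated in F1, with uniquely mapped reads 42, with limma-trend on RPKM 2, with the gene length correction and the block 42, with the authors' expression value column 37, and with the GC content correction and the block 51. The exon share as a covariate left 1 and 14. In F0 (172 and 192), the likelihood ratio test gave 438 and 545, no filter 633 and 710, all 4 groups in one fit 110 and 65, the block 656 and 735, limma-trend on RPKM 30 and 52, the gene length correction with the block 560 and 603, and the GC content correction with the block 414 and 435. The 6 fits that each left out 1 mouse gave from 1 to 140 up-regulated and from 17 to 370 down-regulated genes in F1. In simulated data of this size, 72.7% of 2-fold and 98% of 4-fold changes were recovered in F1, and smaller changes, which include most of the called genes, were not simulated, so how many of those are missed is not known.

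The genes up-regulated in both generations (1) numbered 7 with the likelihood ratio test, 28 with no filter, 6 with the block and 4 at an adjusted p-value under 0.1. Those down-regulated in both (4) numbered 37 with the likelihood ratio test, 12 with DESeq2, 86 with no filter, 7 with at least 10 counts in every sample, 1 with all 4 groups in one fit, 42 with the block, 1 with limma-trend on RPKM and 15 at an adjusted p-value under 0.1. Genes that differed between the generations (189) numbered 546 with the likelihood ratio test and 353 with DESeq2. The correlation of the log2 fold changes between the generations stayed between −0.0281 and 0.0642 across fits that left out 1 mouse.

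All 8 lists kept their median but lost the threshold when the inter-gene correlation was estimated from the data: F1 lipogenesis −0.45 (adjusted p 0.191), glycolysis −0.28 (0.143), collagen fibril −0.51 (0.191), lymphocyte 0.27 (0.328), and F0 fatty acid oxidation 0.55 (0.285), TCA cycle 0.21 (0.545), skeletal muscle −1.24 (0.285) and lipogenesis −0.28 (0.601). Of all 18 F1 lists, 1 stayed past the threshold with that correlation, at an adjusted p of 0.0473 from limma's camera test. Of the 17 F0 lists, 0 did. Under the other alternatives with a test, the 8 lists kept direction and side of the threshold. In fits that each left out 1 mouse, the medians ranged from −0.55 to −0.38 for F1 lipogenesis, −0.35 to −0.25 for glycolysis, −0.60 to −0.37 for collagen fibril and 0.20 to 0.37 for lymphocyte genes, and in F0 from 0.48 to 0.55 for fatty acid oxidation, 0.11 to 0.31 for the TCA cycle, −1.55 to −0.80 for skeletal muscle and −0.47 to −0.22 for lipogenesis.

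None of the reversed values was past the threshold, before or after, where there was a test. With limma-trend on log2(RPKM + 0.1), the median log2 fold change of all genes was −0.15 in F1, and Actb (−0.12), Rplp0 (−0.015), Cpt1a (−0.059), Cpt1b (−0.21), Acaa2 (−0.13), Srebf2 (−0.15) and Scap (−0.10) turned negative; relative to that median they were 0.03, 0.13, 0.09, −0.07, 0.02, 0.00063 and 0.04, so this shift is the cause for all but Cpt1b. With intron reads included, the Cpt1a log2 fold change, F1, was −0.072 and the Cpt1b log2 fold change, F1, was −3.2e-04, and Cpt1b was −0.047 with the block and −0.037 with the gene length correction and the block. In F0, Acacb was −0.18 and Tbxas1 0.20 with intron reads included, and Tbxas1 0.020 with uniquely mapped reads. Leaving out 1 mouse at a time changed the sign in F1 of Cpt1b (−0.43 to 0.24), Cpt2 (−0.089 to 0.018), Acaa2 (−0.11 to 0.12), Ucp1 (−1.14 to 0.17), Srebf2 (−0.025 to 0.046) and Scap (−0.046 to 0.14). Ucp1 was past the threshold in 1 of these 6 fits, the one that gave −1.14 (adjusted p = 0.0189 in edgeR). In F0, leaving out a mouse leaves 1 in its group, and no test was run on those fits. The sign changed in F0 for Acacb, Elovl6, Tbxas1, Tecr, Ppp2r5b, Peli1, Rplp0, Gm10031, Serpina3k and Ighg2b, none of them past the threshold in F0. Over the fits of both generations that left out 1 mouse, 334 of 421 values for named genes stayed the same, 42 lost the threshold, 9 gained it, 10 reversed and 26 moved.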

Differences from the paper's values

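In F1 iWAT, 20 genes were up-regulated against the paper's 54. With DESeq2 the number was 74, with all 4 groups in one fit 62, with the replicate number as a block 48, with uniquely mapped reads 42 and with the gene length correction and the block 42, all within 1.5 times the paper's value, and the other 7 alternatives set before the data were examined were not. Of the alternatives chosen after seeing the values, the GC content correction with the block gave 51 and the authors' expression value column 37. The down-regulated genes numbered 144 against the paper's 274, and were within 1.5 times of it with DESeq2 (301), all 4 groups in one fit (277), the block (212), uniquely mapped reads (191), the gene length correction with the block (198) and 1 of the 6 fits that left out 1 mouse, but not with the other 7 alternatives. The GC content correction with the block (199) and the expression value column (185), both chosen after seeing the values, were within it too.

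In F0 iWAT, 172 genes were up-regulated against the paper's 269. DESeq2 (188) and uniquely mapped reads (185) came within 1.5 times of it, as did the expression value column (185), which was chosen after seeing the values, and the other 10 alternatives set before the data were examined did not. The down-regulated genes numbered 192 against the paper's 334. None of the 12 alternatives set before the data were examined came within 1.5 times of 334. The likelihood ratio test (545), no filter on low counts (710) and the block (735) lay above it. So did the gene length correction with the block (603). The GC content correction with the block, chosen after seeing the values, gave 435.

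The genes up-regulated in both generations numbered 1 against the paper's 4. An adjusted p-value under 0.1 in both generations gave 4 and the replicate number as a block gave 6, and the other 9 alternatives set before the data were examined stayed farther away. The genes down-regulated in both numbered 4 against the paper's 12, and DESeq2 gave 12 and an adjusted p-value under 0.1 in both generations gave 15, while the other 9 alternatives stayed farther away.

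For ChREBP (Mlxipl) in F1, the log2 fold change was −0.55 against the paper's −1.48. None of the alternatives set before the data were examined closed that gap. The adjusted p-value was 0.0703 against the paper's 0.03, and none of those alternatives came within 1.5 times of 0.03. The adjusted p-value was below 0.03 with the likelihood ratio test (0.00843), DESeq2 (0.00434) and no filter on low counts (2.7e-04 in edgeR). With uniquely mapped reads it was 0.0496 in edgeR. For TNF-α (Tnf), the log2 fold change was 1.09 against the paper's 2.18, and none of those alternatives closed the gap. The adjusted p-value of Tnf was 0.154 against the paper's 0.07, and came within 1.5 times of it with the likelihood ratio test (0.0529), DESeq2 (0.0991) and all 4 groups in one fit (0.0918), but not with the other 9. For Pfkl in F1, the log2 fold change was −0.73 against the paper's about −0.6 in Fig. 1A, read by eye. The 12 alternatives set before the data were examined gave −0.91 to −0.73 for Pfkl, and the 6 fits that left out 1 mouse gave −0.89 to −0.65.

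The legend of Fig. 3 describes genes of fatty acid oxidation as down-regulated by the LPD in F0 iWAT, whereas the paper's abstract and Results give them as increased. The 25 genes of that list had a median log2 fold change of 0.55 here, so only the wording of the legend differs in direction. The paper counts Acly, Tbxas1, Tecr and Mlxipl among the genes down-regulated in F1 iWAT, and their adjusted p-values here were 0.124, 0.0749, 0.0512 and 0.0703. They were under 0.05 in 2, 6, 7 and 4 of the 12 alternatives. For Acly, Tbxas1, Tecr and the isoforms of ChREBP, the paper also has qRT-PCR. The paper counts Igfbp2, Peli1 and Hmgb2 among the up-regulated genes, with 0.145, 0.0512 and 0.0896 here. For Igfbp2, it also reports a rise by qRT-PCR. Peli1 was under 0.05 in 6 of the 12 alternatives, Hmgb2 in 2 of 12 and Igfbp2 in 1 of 11. Of the genes the paper gives as induced in F0 iWAT, Cpt2 had an adjusted p-value of 0.0526 and Acadvl of 0.0587 here. These were under 0.05 in 7 and 5 of the 12 alternatives. By qRT-PCR, the paper reports Acadvl as significantly higher and Cpt2 as tending to be higher.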

Other observations

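The tests of slow and fast fibres, of the exon share against random covariates, of a linear fold change and of the trends after correction were chosen only after the result was seen.

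In F1, the down-regulated genes outnumbered the up-regulated ones by a ratio of 7.2. The ratio was 6.55 after the gene length correction, 6.31 after the GC content correction, 7.24 with all libraries thinned to 6351075 exon reads and 7.2 without the 10 genes with the most reads, so an excess remained after each. The corrections took out the trends they were made for: the Spearman's rho with GC content went from −0.227 to −0.0087 and that with exon length from 0.0799 to −0.0024, across genes, which are not independent replicates. The GC content correction also lowered the down-regulated genes from 144 to 101, so GC content may account for some of them. Leaving out the 10 genes left the called genes at 20 and 144 and therefore tested nothing. The size of the excess depends on the setting: the ratio was 2.41 with no filter on low counts, 3.01 with the likelihood ratio test, 4.07 with DESeq2, 4.42 with the replicate block, 3.90 with the GC content correction and the block, 14 with the exon share as a covariate and 57.5 with limma-trend on RPKM, it ranged from 2.64 to 17 when 1 mouse was left out, and at an unadjusted p-value under 0.05 it was 1.33. In 1 of the 4 splits of the F1 mice that part all 3 same-numbered pairs, the real one, the number of genes was as large (1 of 4), and the other 3 gave 0 genes. The 6 splits that part 1 pair gave up to 6. As large a median was found in 1 of the 4 splits for lipogenesis, for glycolysis and for collagen fibrils and in 2 of the 4 for lymphocytes. A share of 1 in 4 cannot exclude chance.

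With the exon share of each library as a covariate, 15 genes passed the threshold instead of 164. The exon share correlates with paternal diet at −0.852. When 20 random covariates with the same correlation took its place, the median number of genes past the threshold was 0 (0 to 98), so the loss of genes may come from the overlap of exon share and diet in these 6 mice rather than from the exon share itself. The exon share and the paternal diet cannot be fully told apart in these samples.

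Lymphocyte genes were higher in 25 of 25 genes in F1. Their spread within a paternal diet was 1.59 times that of genes of the same expression, and lymph node tissue carried over with the fat pad is a candidate explanation. The genes moved together within a paternal diet, with a mean correlation of 0.74, as carried-over tissue would have them do, but the ratio could not decide it, since the lipogenesis list had 2.00.

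Skeletal muscle genes fell in F0, and the 33 genes spread 3.49 times as widely within a diet as genes of the same expression, with a mean correlation of 0.86 among them within diets. Skeletal muscle carried over with the fat pad is therefore a candidate explanation, though brown adipocyte genes spread as widely. Within the list, 5 slow-fibre genes had a median log2 fold change of −4.13 and 8 fast-fibre genes −0.95. The difference between the diets in the slow-minus-fast score was −3.51, or 4.82 times the SD within a diet in size. This goes against a smaller amount of the same muscle, but the SD rests on 2 mice per diet, so the test cannot exclude it. The slow-fibre gene Myh7 had only 5 and 2 reads in the LPD-fed mice. Another portion of muscle, richer or poorer in slow fibres, is also a candidate.

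The paper gives larger log2 fold changes for Mlxipl and Tnf than the files give. Linear fold changes from the files were −1.47 for Mlxipl and 2.12 for Tnf, within 10% of the paper's −1.48 and 2.18, so these may be linear fold changes; the 10% was chosen after seeing the values.

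The paper names some genes for the liver, which were also measured in iWAT. In F1 iWAT, Sqle fell from 39.0 ± 6.45 to 22.5 ± 4.86 CPM (SD, n = 3 each), with a log2 fold change of −0.80 (adjusted p = 0.0490 in edgeR) and each pLPD mouse below each offspring of a CD father. Its adjusted p-value was under 0.05 in 9 of 12 alternatives and in 2 of the 6 fits that left out 1 mouse. Idi1 had −0.29 (adjusted p = 0.449 in edgeR), Srebf2 0.01 (adjusted p = 0.956 in edgeR) and Scap 0.07 (adjusted p = 0.829 in edgeR).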
